# Molecular Mechanisms in Murine Syngeneic Leukemia Stem Cells

**DOI:** 10.3390/cancers15030720

**Published:** 2023-01-24

**Authors:** Michael Chamo, Omri Koren, Oron Goldstein, Nir Bujanover, Nurit Keinan, Ye’ela Scharff, Roi Gazit

**Keywords:** syngeneic model, AML, leukemic stem cell

## Abstract

**Simple Summary:**

Cancer treatments usually gain good responses; however, some tumors relapse frequently. Acute Myeloid Leukemia (AML) is notorious for its robust relapse. This is attributed to the leukemic stem cells (LSCs). We used a murine syngeneic leukemia model, ML23, to identify and study LSCs in syngeneic settings. Hereby, we present the prospective isolation of a defined LSC sub-population, encompassing the potency to pass disease from mouse to mouse. We further provide molecular insights and whole transcriptome analysis. Importantly, the ML23 LSC sub-population expresses therapeutic targeted genes and provides a model for research in immune-competent animals.

**Abstract:**

Acute Myeloid Leukemia (AML) is a severe disease with a very high relapse rate. AML relapse may be attributable to leukemic stem cells (LSC). Notably, the “cancer stem cell” theory, which relates to LSCs, is controversial and criticized due to the technical peculiarities of the xenotransplant of human cells into mice. In this study, we searched for possible LSCs in an immunocompetent synergetic mice model. First, we found phenotypic heterogeneity in the ML23 leukemia line. We prospectively isolated a sub-population using the surface markers cKit^+^CD9^−^CD48^+^Mac1^−/low^, which have the potency to relapse the disease. Importantly, this sub-population can pass in syngeneic hosts and retrieve the heterogeneity of the parental ML23 leukemia line. The LSC sub-population resides in various organs. We present a unique gene expression signature of the LSC in the ML23 model compared to the other sub-populations. Interestingly, the ML23 LSC sub-population expresses therapeutic targeted genes such as CD47 and CD93. Taken together, we present the identification and molecular characterization of LSCs in a syngeneic murine model.

## 1. Introduction

### 1.1. Acute Myeloid Leukemia (AML)

Leukemia is a severe life-threatening disease that affects children and adults. Patients suffer an increased proliferation of leukocytes and the inhibition of normal blood cell production [1]. Acute Myeloid Leukemia (AML) is a malignancy of the myeloid progenitor cells [2]. It is prevalent in the elderly, and the five-year survival rate of patients >60 years is less than 15% [3]. In this process, bone marrow (BM), blood, and other tissues are infiltrated by malignant leukemic cells [4]. The classification of the types of AML used to relay phenotypes have moved to genetics in recent years [5]. Genetic alteration of the malignant cells hampers the differentiation of erythrocytes, platelets, monocytes, and granulocytes [6]. AML patients also suffer aberrations of their BM, causing insufficient hematopoiesis and immune activities. Garry Gilliand et al. suggested that most AMLs are driven either by mutations that activate signal transduction pathways, thereby enhancing proliferation or survival of progenitors, or by mutations effecting transcription factors (TF), such as the HOX genes, hindering normal hematopoietic differentiation and enhancing self-renewal [7,8]. In a previous work, we presented the leukemia model for AML, ML23, which is similar to the second type, using the over expression of *Meis1*, *HoxA9*, and *HoxB5* [9]. Interestingly, mouse models can recapitulate human AML, allowing for functional studies, drug development, and detailed molecular studies [10].

### 1.2. Leukemic Stem Cells

Previous works on AML in a murine xenograft model have reported the prospective isolation of a sub-population of cancer cells that can pass AML [11]. These cells, defined as leukemia-initiating cells (LICs), possess some similarities with hematopoietic stem cells (HSCs), such as multipotency and self-renewal characteristics [12]; therefore, they are also referred to as leukemia stem cells (LSCs). Later studies have reported the identification of sub-populations that bear the engraftment potency of other cancers, which are sometimes referred to as “cancer stem cells” (CSCs) [13,14,15,16]. AML often presents a cellular hierarchy that may resemble normal hematopoiesis [14]. Malignancy is preserved using LSCs; moreover, while differentiated cells may encompass a large portion of a cancerous mass, they lack the ability to relapse [17]. Importantly, new therapeutics are tested to target the dominant blast population of leukemia; however, researchers might not test for the targeting of the LSCs [18,19]. Moreover, localization of LSCs in supporting niches, and their relatively slow cycling, may protect them from some of the common and new treatments [19,20]. AMLs are notorious for relapsing [3,19,21]. Identification, functional examination, and molecular study of presumable LSCs in additional leukemia models will enable the development of better treatments [3,22,23].

### 1.3. Murine Models for AML

Mouse models have been leading cellular and molecular leukemia research for over 70 years [1,24]. From carcinogen-induced leukemia [25], random transgenics, genetically engineered mice [26], and xenotransplantation—each has advantages and limitations [10,27,28,29]. Importantly, animal models allow for better experiments and pioneered the prospective identification of LSCs [10,11]. Many molecular and cellular discoveries were possible only thanks to mice models, while each model is truly limited. Importantly, a major criticism of the “cancer stem cell” theory was supported by some mice models [30]. Strasser et al. demonstrated an extremely high frequency of leukemic cells that robustly pass the disease, disputing the concept of a minor LSC sub-population [30]. Interestingly, the xenotransplant of human leukemia into mice was initially recognized as requiring a supplementation of human cytokines [11], and the multiple interactions of malignant cells with their niche are not fully recapitulated, casting doubt on LSC identification [11,31] across species. Moreover, xenotransplantation requires the host to be immune deficient; however, currently, there is a high interest in immune–leukemia interactions. Therefore, additional independent models of leukemia in syngeneic mice are of interest.

### 1.4. A Novel Murine Model of AML LSC

In this study, we utilized an AML-induced model with the transgenic expression of defined oncogenes [9]. First, we realized the heterogeneity of surface markers on the ML23 leukemia line. Then, we fractionated the malignant cells into sub-populations and tested their ability to pass the disease. Importantly, we identified one defined sub-population that encompasses the potency of the passage and found it to fully reconstitute the heterogeneity of the original ML23 leukemia line. This fulfills the practical definition of LSCs, shown here in a syngeneic mice model. Analysis of whole transcriptome data identifies a unique set of differentially expressed genes, including additional markers which allow for validation. Finally, we found differential expression of several targets for treatments that may provide novel ways to better treat AML and hopefully eradicate the disease.

## 2. Materials and Methods

### 2.1. Animals

Mice were kept in the specific pathogen-free (SPF) unit at the Ben-Gurion University; all experiments were performed according to ethical committee approval and under local and state regulations, protocols IL01-01-2017D and IL29-05-2021C. Leukemia lines were previously described [9].

### 2.2. Blood Sampling and FACS Processing

Mice were bled into 150 µL of Alsever’s solution. Samples were then treated with 10 mL ACK buffer for 2 min and centrifuged at 1600 RPM for 5 min. The supernatant was removed, and pellets were washed in 5 mL sample media (SM, PBS with 2 mM EDTA and 2% FCS). Antibodies of Biolegend (San Diego, CA, USA): CD45.1 APC, CD45.2 pacific blue, Mac1 PE-Cy7, B220 APC-Cy7, CD3e PE, Lineage-PacificBlue (Including- anti Ter119, Mac1, Gr1, CD3e, CD4, CD8 and B220), c-Kit Alexa780, Sca1-APC, CD150-PEcy7, CD48- Percp cy5.5, CD9-APC, CD34-PE, CD84-PE. Cells were stained on ice for 1 hr and washed. Flow cytometry analysis of the reporter expression frequencies (ZsGreen+) and the surface markers’ expression were performed on the Gallios Flow Cytometer (Beckman Coulter, Brea, CA, USA). Fluorescence activated cell sorting (FACS) data analysis was performed using Kaluza v1.2 (Beckman Coulter). Sorting was performed on FACSAria III (BD), as previously reported [9].

### 2.3. RNA Sequencing and Analysis

Following the isolation of sub-populations, we used the NEXTflex Rapid Directional RNA-Seq Kit (catalog NOVA-5138-01) for library construction; then, we used the Qubit DS DNA chip for quality assurance. The G-INCPM facility performed the RNA-sequencing, yielding 5–15 million single-reads of 61 bases per sample. Data were analyzed using Partek Genomics Suite (Partek, Inc., St. Louis, MO, USA), briefly: alignment was carried out with STAR v2.5.3a (reference index: mm10–Ensembl Transcripts release 92), quantification with the Partek algorithm (Quantify to annotation model (Partek E/M)) followed by normalization and differential expression analysis DEseq2 v3.5. For principal component analysis (PCA), reads were converted to Log of base 2, we used cutoff 6 in at least one sample, and Partek PCA by variance. Annotated GO gene lists were obtained from MGI and included in the supplementary material (Table S1).

## 3. Results

### 3.1. ML23 Leukemia Line Can Passage Serially and Present Heterogeneity

We have previously managed to produce murine AML-like cells through the overexpression of 3 oncogenes: *Meis1*, *HoxA9*, and *HoxB5* [9]. Bone marrow or spleen cells were extracted from diseased mice and proved potent for passage into secondary and tertiary recipients, as previously reported (Figure 1a, similar to published [9], independent experiments). The development of leukemic cells was monitored by measuring the expression of the fluorescent reporter ZsGreen+ in peripheral blood (PB) samples. We found a small percentage of cells with a high expression of ZsGreen+ 3 and 4 weeks after the passage (Figure S1: ML23 line presents consistent and stable leukemia development). Therefore, we could determine the propagation of leukemic cells derived from ML23 transplanted cells. We chose 12 surface markers that characterize HSCs (cKit, CD150), progenitor cells (Flk2, CD48, Tie2, CD9), or differentiated cells (CD16/32, Gr1, Esam1, Mac1, CD11c, F4/80). While not all of the markers show heterogeneous expression, Mac1, CD9, cKit, CD48, F4/80, GR1, and CD11 did (Figure 1b, extending panel of previous publication [9]). Similar to AML cells, the ML23 cells contain heterogeneity among the leukemia cells. This is demonstrated by the various cell markers and their expression, with some populations having the ability to spread the disease [11]. Thus, ML23 can effectively pass and present with the heterogeneity of surface markers.

### 3.2. Prospective Isolation of LSC in the ML23 Leukemia Line

We sought to sort the ML23 cells into sub-populations and assay their ability to transfer the disease (Figure 2a). We chose four markers that showed heterogeneous CD9, cKit, CD48, and Mac1(Figure 1b). CD48 and cKit were described as HSC markers and revealed a heterogenous expression within the ML23 cells [9]. Mac1 serves as a marker for the myeloid lineage cells [32]. CD9 serves as a marker for leukemic cells and HSCs [33,34]. These four markers enable us to separate the ML23 cells into distinctive sub-populations (Figure 2b). The sort was of ZsGreen + cells; defined population were P9 = CD9 + cKit + Mac1 + CD48-, P10 = CD9-cKit + Mac1 + CD48+, P11 = CD9-cKit + Mac1-CD48+, P12 = CD9-cKit-Mac1-CD48+. We transplanted each sub-population into four different groups of mice, while an equal number of cells were transplanted into each mouse. Mice that received P11 cells developed increasing amounts of ZsGreen+ cells in PB. In contrast, none of the other groups of mice (P9, P10, P12) developed the disease, as we saw only a little or usually no expression of the reporter ZsGreen+ from these groups (Figure 2c and Figure S2: FACS plots for ZsGreenin the different subpopulations of ML23). Mice from sub-population P11 also developed enlarged lymph nodes, visibly white bones, and an enlarged spleen. These physiological characteristics are common features of leukemia [4,35,36]. In contrast, none of the other groups portrayed these characteristics (Figure 2d).

### 3.3. The P11 LSC Sub-Population Reconstitutes the Heterogeneity of ML23

After establishing that sub-population P11 has the potential to relapse disease, we wanted to examine if it reconstituted only itself or perhaps additional sub-populations of the parental ML23 line. We extracted cells from the group of mice injected with the P11 sub-population (Figure 3a) and stained for the four surface markers. Interestingly, all four sub-populations (P9, P10, P11, and P12, as defined above, for short P9 CD9+, P10 cKit+Mac1+, P11 cKit+Mac1-, P12 cKit-) were present in the primary mice transplanted with P11 sorted-cells (Figure 3b). Hence, mice transplanted with P11-gated cells (Figure 3a) developed malignant cells with a heterogenous phenotype (Figure 3b). Moreover, the relapsed heterogeneity showed a cell distribution pattern which resembles the original ML23 leukemia. Thus, the P11 sub-population presents both self-renewal characteristics and the potency to reconstitute the heterogeneity of the original ML23 leukemia. Accordingly, P11 is a bona fide LSC sub-population.

### 3.4. ML23 Sub-Populations Distribute in Various Organs

LSCs are suggested in some models to localize in the BM [37]. We sought to examine the distribution of the sub-populations of ML23 leukemic cells in the syngeneic ML23 model. A previous study suggested that the spleen contains high amounts of leukemic cells and shares the same engraftment as cells from the BM [38]. Thus, we examined BM (femur, tibia, and pelvis), spleen, lymph nodes (LN), and thymus. In all examined organs, large amounts of the leukemic ML23 cells that comprised the four sub-populations were evident at advanced stages of the disease. We had no specific reason to suspect major differences between the BM of the femur, tibia, and pelvis; indeed, these showed a similar composition of the sub-populations (Figure 4). Interestingly, we found a similar distribution pattern of the sub-populations in the organs; the largest sub-population was P12, whereas the rarest sub-population was P9. We also found that, unlike other organs, the spleen had higher frequencies of the sub-population P10 (Figure 4 and Figure S3: Distribution of the sub-populations of ML23 in various organ). Importantly, we found that the LSC sub-population, P11, was observed in all organs in a similar relative amount, except for the spleen, where it was expressed in lower levels relative to the other organs (Figure 4). Hence, in this syngeneic ML23 model, phenotypic LSCs distribute to the multiple organs examined w/o significant restriction to the BM.

### 3.5. The Unique Gene Expression Signature of LSC

Next, we examined the transcriptome of the sub-populations of the ML23 leukemia line. We harvested cells from three diseased mice and sorted them into the four sub-populations for RNA-seq, as described in Materials and Methods. 

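RNA-seq values were available for 12 libraries, 3 each of P9, P10, P11 and P12, over 20202 genes. The sample labels give 100 sorted cells and 14 cycles of cDNA amplification with a SMART-Seq poly-A kit for every library, whereas the methods of the paper name a directional RNA-seq kit. Whether reads were assigned by strand is therefore not settled here. The authors aligned single reads of 61 bases to mm10 with STAR, assigned them to Ensembl transcripts with the Partek E/M algorithm and normalized them. The values used here are CPM, counts scaled to the total of the library, to which 0.0001 had been added.

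The spacing of the lowest values gives the total alignments behind each library. These ranged from 13650256 to 18179653 (median 17817612) in P9, from 17868184 to 21307415 (median 18246139) in P10, from 17764243 to 20106750 (median 18106745) in P11 and from 13441845 to 17770324 (median 17277946) in P12. The genes of the table hold 75.1 to 83.7% of them. The CPM values refer to these totals. Whole reads could not be recovered, because 76.3 to 82.5% of the values of up to 20 alignments lay within 0.1 of a whole number, so no count-based tool was run. Expression was compared with limma on log2(CPM + 0.5) over the 13450 genes at 1 CPM or more in at least 3 libraries, with 1 mean per sub-population. Genes were called at the thresholds of the paper, an adjusted p under 0.1 and more than a 2-fold difference. The labels do not say which libraries came from the same mouse, so libraries were not paired.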

We defined statistical cutoff, which considered the average expression of each gene from the non-LSC sub-populations compared to the average expression in the LSC (P11), the false discovery rate was (FDR < 0.1, fold change > 2 or <−2). Out of 20,020 genes, we found 470 significantly and substantially downregulated or upregulated (Figure 5a, Table S2). 

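*Mpo* encodes the primary granule enzyme myeloperoxidase and lies on chromosome 11 of mm10 from 87793581 to 87804413. It was higher in P11 than the mean of the 3 other sub-populations. Its level was 6281 ± 2443 CPM in P11 (SD, n = 3), 206 ± 156 in P9, 677 ± 226 in P10 and 1214 ± 559 in P12. The log2 fold change over the mean of the 3 other sub-populations was 3.57 (standard error 0.38, adjusted p = 1.2e-05 from limma). The granule protease genes *Elane* (log2 fold change 2.63) and *Ctsg* (2.56) were also higher, and so was *Phgdh* (3.48), the first enzyme of serine synthesis. *Ahcy*, which hydrolyses S-adenosylhomocysteine, had a log2 fold change of 2.80, the DNA repair endonuclease gene *Apex1* of 2.75, and *Uck2* and *Dctd*, of pyrimidine nucleotide metabolism, of 2.60 and 2.53. *Armcx4* (3.03) and *Nwd1* (2.52) complete the 10 protein-coding genes with the largest folds upwards among those at 10 CPM or more whose 3 P11 libraries all lay above the 9 others. *Fpr2*, a formyl peptide receptor of neutrophils on chromosome 17 from 17887824 to 17893952, was at 1.82 ± 0.365 CPM in P11, 287 ± 13.9 in P9, 80.4 ± 6.72 in P10 and 6.71 ± 5.33 in P12. This is a log2 fold change of -4.49 (standard error 0.29, adjusted p = 1.1e-06 from limma). The protease genes *Adam8* (-3.76) and *Mmp8* (-3.42), the receptor genes *Lilr4b* (-2.96), *Acvrl1* (-2.88) and *Cd300ld* (-2.64), the calcium-binding protein gene *S100a6* (-2.80) and *Rasgrp4* (-2.34), an activator of Ras in myeloid cells, were lower too, with *Scrg1* (-2.59) and *Vmn2r97* (-2.37). Against P12 alone none of these higher and lower genes passed the thresholds.

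Of the 13450 genes tested, 2671 were higher and 699 lower in P11. All 3 P11 libraries lay beyond all 9 others in 14.5% of the genes tested. Chance gives 0.909% only for 12 libraries without sub-populations. Any sub-population whose libraries lie close together can exceed that share, so it does not show that P11 stands apart more than the others. Table S2 was chosen by the authors on these libraries and is not independent evidence. Of its 470 genes 467 were tested, of which 189 passed as higher, 200 passed as lower and 78 did not pass. With an arithmetic fold, the ratio of the mean CPM values, 452 of the 467 passed. The median log2 fold change of all genes tested was 0.40, and 0.19 after each library was rescaled by its median ratio, which left 1739 genes higher and 987 lower. With a pseudocount of 2 the count fell from 3370 to 2213, and with the 9 other libraries taken as 1 group limma called 0 genes, with 3359 at an unadjusted p under 0.05.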

PCA found that P12 appears to be closest to P11, while P9 is the farthest sub-population (Figure 5b). 

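P12 lay nearest to P11 and P9 farthest over the 4418 genes with a log2 value of 6 or more in at least 1 library. The root mean square log2 difference per gene was 0.504 ± 0.123 between P11 and P12 (SD over 9 library pairs), 0.969 ± 0.0333 between P11 and P10, and 1.97 ± 0.0989 between P11 and P9. Libraries of P11 differed from each other by 0.326 ± 0.0889 (3 pairs) and libraries of P12 by 0.529 ± 0.0848, so P11 and P12 lay no further apart than the P12 libraries did among themselves. P10 lay further from P11 than P12 did by 0.466 (one-sided exact permutation p = 0.05, the smallest that 20 labelings allow). The first component of a PCA on the same genes held 79.2% of the variance and set P9, at -92.8 to -79.2, apart from the other libraries, at 4.19 to 42.9. The second held 12.4% and set P10, at -35.0 to -29.4, apart from P11, at 18.2 to 19.3. On it P12 replicates 1 and 2 lay at 13.1 and 15.5 and P12 replicate 3 at -11.0. P12 replicate 3 was 0.627 ± 0.0489 from P10, against 0.921 ± 0.0317 and 0.940 ± 0.0506 for P12 replicates 1 and 2.

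**Figure D1:**
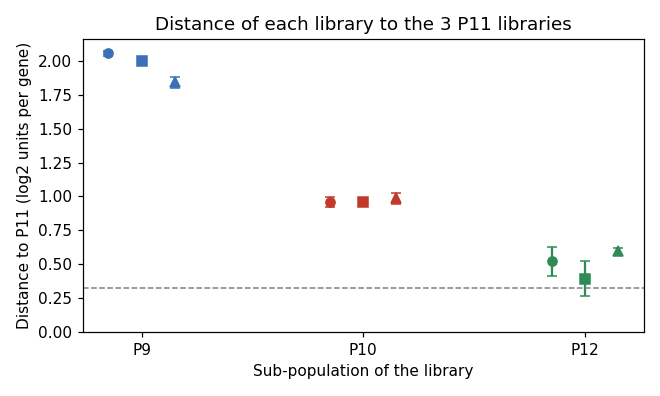
Distance of each P9, P10 and P12 library from P11, as the root mean square log2 difference per gene over 4418 genes. Points are means over the 3 P11 libraries with their SD, marker shapes are replicates 1 to 3, and the dashed line is the mean distance within P11 (0.326). The P12 libraries lie at 0.522, 0.393 and 0.596, the P10 libraries at 0.961 to 0.985 and the P9 libraries at 1.84 to 2.06.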

We also found that the P12 cells shared a similar gene expression profile to P11 compared to P9 and P10, as can be seen in the uniqueness of the expressed genes in P11, which is partially shared with P12 (Figure 5c). Thus, P12 is the closest population to P11.

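Most genes that set P11 apart had their next closest level in P12. *Phgdh* was at 83.7 ± 15.4 CPM in P11 and 27.4 ± 13.1 in P12 (SD, n = 3 each), against 9.61 ± 5.03 in P10 and 1.37 ± 0.572 in P9. *Mmp8*, a collagenase of neutrophil granules, was at 57.8 ± 14.8 CPM in P11, 140 ± 41.3 in P12, 449 ± 125 in P10 and 3828 ± 100 in P9. Of the genes higher in P11, P12 had the nearest mean in 2414 (90.4%), P10 in 240 and P9 in 17. For these genes P11 exceeded P12 by a median log2 difference of 0.38, P10 by 1.06 and P9 by 2.58. Of the genes lower in P11, P12 was nearest in 601 (86.0%), with median log2 differences of -0.30 to P12, -1.40 to P10 and -2.87 to P9. Among the tested genes of Table S2, P12 was nearest in 426, P10 in 33 and P9 in 8. Taken 1 sub-population at a time, 444 of them passed the thresholds against P9, 326 against P10 and 0 against P12 (limma). These genes were chosen on the same libraries as the levels compared.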

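*Kit*, which encodes the receptor cKit that the gates use to separate P11 from P12, was 1 of the 3 genes that passed the thresholds between P11 and P12. Its log2 fold change was 3.43 (standard error 0.34, adjusted p = 0.0020 from limma). *Afap1*, an actin filament-associated protein gene on chromosome 5 from 35893319 to 36003923, was at 85.0 ± 24.9 CPM in P11 and 30.5 ± 5.79 in P12 (SD, n = 3 each). Its log2 fold change was 1.44 (standard error 0.22, adjusted p = 0.087). The antisense gene *Gm11505* was at 21.3 ± 5.15 CPM in P11 and 4.26 ± 1.96 in P12, a log2 fold change of 2.27 (standard error 0.34, adjusted p = 0.087). It lies within *Mpo* on the opposite strand of chromosome 11, from 87795784 to 87801144, so the reads of both cannot be told apart unless strand was used. *Gm11505* is named here after its values were seen. The median log2 difference over the 13450 genes was 0.10, and 1860 genes had an unadjusted p under 0.05. In a simulated table of 12997 tested genes, 98% of 100 genes changed 3-fold in P11 were recovered against P12, with 2 false calls. The simulation gave every gene the same spread beyond counting error and held no library that deviates as P12 replicate 3 does. It therefore does not show that genes not called here differ by less than 3-fold.

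*Kit* alone passed without P9 replicate 1 or 2, P10 replicate 1 or 2, P11 replicate 1 or 3, or P12 replicate 1, as well as with a pseudocount of 0.1, without the filter or after rescaling. In these settings, and without P12 replicate 3, *Afap1* did not pass (adjusted p = 0.11 to 0.52). Without P11 replicate 2 the count was 4, without P12 replicate 3 it was 6, without P10 replicate 3 it was 30, without P9 replicate 3 it was 41 and without P12 replicate 2 it was 82. It was 34 with a pseudocount of 2, 7 over protein-coding genes alone and 31 without replicate 3 of every sub-population, the last setting chosen after the data were seen. With the replicate number as a block it was 119, of which 99 were higher and 20 lower in P11. The numbers are not shown to pair the libraries. From the PCA and from an expression profile that P11 partly shares with P12, the paper concludes that P12 is the population closest to P11 (Figure 5b,c).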

To validate our data, we first examined the RNA expression of the four cell surface markers (CD9, cKit, CD48, and Mac1) to determine if mRNA expression correlated with surface proteins from which cells were sorted (Figure 3). 

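*Kit*, on chromosome 5 from 75574916 to 75656722, was at 63.2 ± 23.2 CPM in P11 and 54.5 ± 10.9 in P9 (SD, n = 3 each), which were both sorted as cKit+. P11 and P9 were not shown to differ (log2 fold change 0.17, standard error 0.34, adjusted p = 0.66 from limma). P12, sorted as cKit-, had 5.19 ± 0.664 CPM. P10, sorted as cKit+, had 12.7 ± 7.64 CPM and was lower than P11, which exceeded it by a log2 fold change of 2.36 (standard error 0.34, adjusted p = 0.00022). P9 exceeded P10 by 2.19 (adjusted p = 8.3e-05) and P12 by 3.26 (adjusted p = 1.6e-06). P10 exceeded P12 by 1.07 (adjusted p = 0.032). That last call ended with a pseudocount of 2 (log2 fold change 0.92, adjusted p = 0.041), without P10 replicate 3 (0.63, adjusted p = 0.11), without P12 replicate 2 (0.98, adjusted p = 0.11) and, in a setting chosen after the data were seen, without replicate 3 of every sub-population (0.66, adjusted p = 0.031). The cells were sorted on the protein of this gene, so its mRNA level is not independent of the gates.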

Clear agreement was seen for all mRNA expressions with the cell surface markers’ prevalence within the four sub-populations (Figure 5d). We can see the high expression of *Cd9* mRNA only in P9; *Cd48* is highly expressed in all the sub-populations except for P9 (Figure 5d). These findings also match the expression levels of the two subunits of the surface marker protein Mac1 (*Itgam*, *Itgb2*), where both P9 and P10 showed expression; however, P11 and P12 lacked it (Figure 5c). 

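*Cd9*, a tetraspanin gene on chromosome 6 from 125460266 to 125494791, was at 259 ± 39.2 CPM in P9 (SD, n = 3), 3.77 ± 4.06 in P10, 1.44 ± 0.220 in P11 and 2.34 ± 1.17 in P12. P11 was below P9 by a log2 fold change of -7.06 (standard error 0.50, adjusted p = 5.1e-08 from limma), and P9 exceeded P10 by 6.33 and P12 by 6.59. *Cd48*, a SLAM family gene on chromosome 1 from 171682009 to 171705258, was at 3.94 ± 0.653 CPM in P9, 98.8 ± 3.37 in P10, 73.2 ± 3.19 in P11 and 81.5 ± 25.6 in P12. P11 exceeded P9 by a log2 fold change of 4.06 (standard error 0.20, adjusted p = 2.7e-09), while P9 was below P10 by -4.49 and below P12 by -4.17. P11 and P10 differed by less than 2-fold (-0.43, adjusted p = 0.093), and P11 and P12 were not shown to differ (-0.11, adjusted p = 0.85). Both proteins define the gates.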

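*Itgam*, the gene of the Mac1 alpha chain on chromosome 7 from 128062640 to 128118491, was at 2673 ± 59.5 CPM in P9 and 1184 ± 126 in P10 (SD, n = 3 each). It was at 147 ± 31.8 CPM in P11 and 269 ± 233 in P12, where replicate 3 had 538 CPM. P11 was below P9 by a log2 fold change of -4.20 (standard error 0.40, adjusted p = 6.6e-07 from limma) and below P10 by -3.02 (adjusted p = 0.00014). The difference between P11 and P12 did not pass (-0.56, adjusted p = 0.57). *Itgb2*, the gene of the beta chain on chromosome 10 from 77530252 to 77565708, was at 2199 ± 228 CPM in P9, 1192 ± 93.8 in P10, 330 ± 79.7 in P11 and 386 ± 222 in P12. P11 was below P9 by -2.75 (adjusted p = 1.8e-06) and below P10 by -1.87 (adjusted p = 0.00037), with -0.11 against P12 (adjusted p = 0.91). With 3 libraries against 3, a two-sided exact permutation test of any of these pairs cannot go below p = 0.1. All 5 sort marker genes passed against the mean of the 3 other sub-populations, *Kit* and *Cd48* as higher in P11 and *Cd9*, *Itgam* and *Itgb2* as lower, with the same calls when adjusted over the list alone. As a set they did not pass (camera adjusted p = 0.088, or adjusted p = 0.36 with an estimated correlation). At the preset correlation they passed without P12 replicate 3 (adjusted p = 0.039) and, in a setting chosen after the data were seen, without replicate 3 of every sub-population (0.015). The gates were drawn on their proteins. The call of *Cd48* in this comparison ended after rescaling (log2 fold change 0.95) and with an arithmetic fold (0.25).

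**Figure D2:**
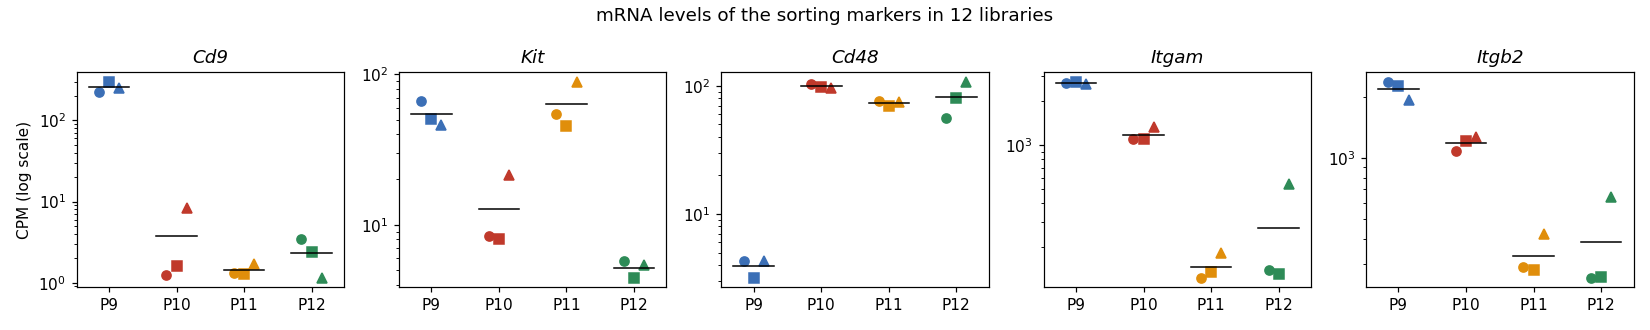
mRNA level in CPM, on a log axis, of the genes of the 4 sorted surface markers in the 3 libraries of P9, P10, P11 and P12. Marker shapes are replicates 1 to 3 and the black line is the mean of the sub-population. *Cd9* is highest in P9 (259 CPM) and *Cd48* lowest there (3.94 CPM), and *Itgam* and *Itgb2* are higher in P9 and P10 than in P11.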

Although surface expression levels and mRNA expression levels do not have to match because there are several regulation processes between mRNA transcription and protein synthesis, our findings validate the data and ensure that no error was made from the processing of the cells to data analysis.

### 3.6. Additional Surface Markers Validate Differential Expression on LSCs vs. Other ML23 Sub-Populations

Out of the specific LSC-expressed genes, we focused on a few surface markers. 

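Genes of surface molecules of mature myeloid cells were among those lower in P11. *Ly6g*, which encodes a neutrophil surface antigen, was at 0.377 ± 0.152 CPM in P11 and 376 ± 73.3 in P9 (SD, n = 3 each), a log2 fold change of -3.85 over the mean of the 3 other sub-populations (standard error 0.35, adjusted p = 4.4e-06 from limma). Of 11 tested genes of the surface markers that the paper stained on ML23 cells, 3 were higher, 4 lower and 4 did not pass, with the same counts when adjusted over the list alone. The set was lower with a median of -0.14 (camera adjusted p = 0.023), a call lost with an estimated correlation (adjusted p = 0.29), without the filter (median 0.05, adjusted p = 0.064) and with a filter of 10 CPM (adjusted p = 0.057). *Flt3*, a receptor of progenitors, was higher (1.98), which did not hold with an arithmetic fold (0.88). Table S3 lists 85 surface markers that the authors chose on these libraries, so it is not independent evidence. Of its 83 tested genes, 27 passed as higher, 48 as lower and 8 did not pass, while 82 passed with an arithmetic fold. In 79 of them P12 had the nearest mean to P11. Against single sub-populations, 80 passed for P9, 70 for P10 and 0 for P12 (limma).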

Some 85 markers are upregulated or downregulated in P11 (Figure S4: LSC has a unique surface markers pattern: Table S3). 

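*Cd34*, which encodes a sialomucin of hematopoietic progenitors on chromosome 1 from 194938819 to 194961279, was at 402 ± 25.5 CPM in P11 and 355 ± 50.4 in P12 (SD, n = 3 each). It was at 93.8 ± 1.72 CPM in P10 and 6.56 ± 1.38 in P9. P11 exceeded the mean of the 3 others by a log2 fold change of 2.71 (standard error 0.12, adjusted p = 6.8e-08 from limma), and 0.19 against P12 did not pass (adjusted p = 0.61). P10 was below P12 by -1.91 (adjusted p = 2.1e-05). *Cd84*, a SLAM family receptor gene on the same chromosome from 171839697 to 171890718, was at 100.2 ± 8.49 CPM in P11, 133 ± 50.2 in P12, 274 ± 12.9 in P10 and 303 ± 45.4 in P9. P11 was below the mean of the others by -1.13 (standard error 0.17, adjusted p = 0.00012), with -0.35 against P12 (adjusted p = 0.48). P9 exceeded P12 by 1.24 (adjusted p = 0.00013) and P10 exceeded it by 1.10 (adjusted p = 0.0033), or by 0.86 without P12 replicate 1, which ends that call. A list of 27 genes of hematopoietic stem and progenitor cells was written before the data were examined. The genes of Tables S2 and S3 had been seen by then. Of the 27 genes, 17 had values and 15 were expressed highly enough to be tested. Among these 15, 10 were higher in P11 and none was lower, also when adjusted over the list alone. Besides *Cd34* they include the transcription factor genes *Myb* (1.49) and *Gata2* (2.15). The set had a median of 1.43 (camera adjusted p = 0.024, or adjusted p = 0.20 with an estimated correlation). Against P12 1 of the 15 was higher, or 2 when adjusted over the list alone. The median was 0.29 (camera adjusted p = 0.026, or 0.23 with an estimated correlation). That call ended without the filter (0.062), with a filter of 10 CPM (0.10) and without P12 replicate 3 (0.18). Against P9 10 were higher and 1 lower (camera adjusted p = 0.21). Against P10 8 were higher and 1 lower (0.010, or 0.15 with an estimated correlation).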

We chose two additional surface markers: CD34 and CD84 (Figure 6a). These markers were reported to be overexpressed [11] or underexpressed [39] in other LSCs. Fresh cells were collected and stained for the four initial surface markers in addition to CD34 and CD84, allowing for the identification of the expression on the previously defined sub-populations. We found clear staining for CD34, showing higher expression on the P11 and P12 cells; on the other hand, CD84 showed higher levels in the P9 and P10 cells (Figure 6b, c). Thus, additional surface markers selected from the RNA-seq data show the same trend of protein expression at the surface of the cells, further validating our data and suggesting good predictive value from RNA to proteins.

### 3.7. Specific Drug-Targeted Genes Expressed in ML23 Cells

More than a dozen unique LSC immunophenotypic components were reported for the drugs that were developed [40]: CD123/IL-3 receptor [41,42], CD44 [43], CD33 [44], CD47/SIRPα receptors [45,46], CD96 [47], CD93 [48], CD25, CD32 [49], Tim-3 [50], CD99 [51], and IL1-RAP [52]. We examined the differential expression levels of these clinically relevant drug target proteins on our ML23 LSCs, as well as on P11 versus the rest of the leukemic cells (P9, P10, and P12). We found that CD47 and CD93 are overexpressed in the P11 sub-population compared to the other sub-populations of ML23 (Figure 6d). Thus, our data demonstrate the possible preferential targeting of LSCs in this model using clinically relevant surface markers. 

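*Cd47*, which encodes a ligand that inhibits phagocytosis and lies on chromosome 16 from 49800533 to 49915010, was at 794 ± 13.4 CPM in P11 and 775 ± 147 in P12 (SD, n = 3 each). It was at 683 ± 35.5 CPM in P9 and 517 ± 50.7 in P10. P11 exceeded the mean of the 3 others by a log2 fold change of 0.30 (standard error 0.12, adjusted p = 0.046 from limma), which is less than 2-fold. The difference was 0.62 against P10 (adjusted p = 0.0044), 0.22 against P9 (adjusted p = 0.19) and 0.05 against P12 (adjusted p = 0.91). *Cd93*, a C-type lectin-like receptor gene on chromosome 2 from 148436640 to 148443563, was at 918 ± 37.1 CPM in P11, 897 ± 34.6 in P10, 1038 ± 15.7 in P12 and 143 ± 35.2 in P9. P11 exceeded the mean of the others by 0.85 (standard error 0.12, adjusted p = 9.4e-05), again under 2-fold, and P9 alone by 2.70 (adjusted p = 8.3e-09). Against P10 and P12 the differences were 0.03 and -0.18 (adjusted p = 0.88 and 0.64).

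Of the 9 drug target genes tested, none was higher in P11 by the thresholds, 2 were lower and 7 did not pass, the same when adjusted over the list alone. *Cd33*, an inhibitory myeloid receptor gene, was at 41.1 ± 2.58 CPM in P11, 45.8 ± 12.8 in P12, 224 ± 36.6 in P10 and 1435 ± 103 in P9. Its log2 fold change was -2.55 over the mean of the others, and P11 was not shown to differ from P12 (-0.12, adjusted p = 0.81). *Havcr2*, which encodes Tim-3, was at 0.992 ± 0.600 CPM in P11, 0.318 ± 0.275 in P9, 16.4 ± 1.59 in P10 and 1.66 ± 0.268 in P12. P11 was below P10 by -3.60 (adjusted p = 4.1e-05) and was not shown to differ from P12 (-0.63, adjusted p = 0.46). It lay above P9 by 0.82 (adjusted p = 0.049), which passed as higher with a pseudocount of 0.1 (1.42), without P9 replicate 2 (1.07) and without P11 replicate 3 (1.22). Against the mean of the 3 others *Havcr2* was lower (-1.13), a call that ended with a pseudocount of 2 (-0.86), without P11 replicate 3 (-0.73) and, in a setting chosen after the data were seen, without replicate 3 of every sub-population (-0.77). *Cd44* (-0.83) and *Sirpa* (-0.79), under 2-fold here, passed after rescaling (-1.07 and -1.02). *Il3ra* (0.51), *Il1rap* (0.08) and *Fcgr2b* (-0.14) did not pass, *Cd96* was too low to test at 0.220 CPM in P9 and 0 in P11, and *Il2ra* and *Cd99* were not analysed here. As a set the targets were lower, with a median of -0.14 (camera adjusted p = 0.016, or adjusted p = 0.12 with an estimated correlation). For the 2 called lower, exact permutation tests of CPM, 3 libraries against 9, gave p = 0.16 (*Cd33*) and 0.31 (*Havcr2*).

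**Figure D3:**
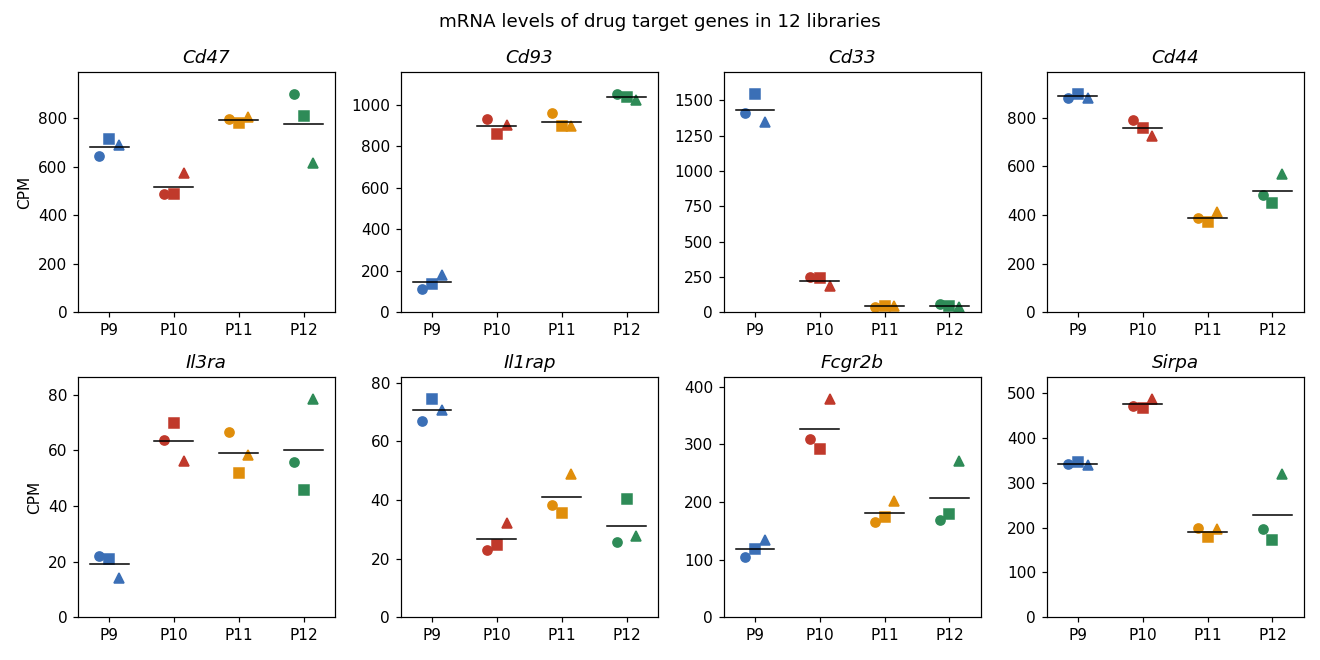
mRNA level in CPM of 8 drug target genes in the 3 libraries of P9, P10, P11 and P12, each panel on its own linear axis from 0. Marker shapes are replicates 1 to 3 and the black line is the mean of the sub-population. *Cd93* is lowest in P9 (143 CPM) and lies at 897 to 1038 CPM in the means of the 3 others, and *Cd33* is highest in P9 (1435 CPM).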

The identification of differentially expressed drug-targets may allow for the elimination of more potent cells that relapse disease.

## 4. Discussion

### 4.1. Overview

In this study, we sought to identify LSCs in the ML23 murine leukemia model. ML23 leukemic cells effectively pass in syngeneic C57Bl/6 mice and present with a heterogeneity of 7 surface markers out of the 12 examined. We sorted four sub-populations for functional testing and found one, P11, to encompass robust passage potency. P11 not only passaged the disease but also retrieved ML23 heterogeneity. We report the unique transcriptome signature compared to the other sub-populations, with 470 defined genes. Additional surface markers, out of these 470 genes, validate our data. Finally, we show the differential expression of new AML targets, including the preferential expression of CD47 and CD93 on the ML23 LSCs.

### 4.2. Heterogeneity of ML23 Cells

Previous works on murine models for AML, such as the MLL-AF9 model, have presented the heterogeneity of the leukemic cells. Heterogeneity was reported for cKit and CD24 [53,54]. Similar to the work of Saadatpour A. et al., 2014, our ML23 model presented a heterogenous expression of the surface markers Mac1, CD9, cKit, CD48, F4/80, GR1, and CD11c [53]. We selected four main markers to separate four sub-populations, namely gated as P9-P12. As reviewed by Pollyea and Jordan, AML hierarchy entails a process in which a single cell forms a heterogeneous lineage. Intriguingly, our model, similarly to human AML, can be inherently heterogeneous [40,55].

### 4.3. Prospective Isolation of LSCs and the Reconstitution of the Disease

ML23 heterogeneity enabled us to prospectively isolate four sub-populations. The “cancer stem cell” theory is under controversy, with major interest in better understanding and eradicating malignant diseases [30,56]. LSCs were first described in a xenotransplant model [11,12]. Xenogeneic models benefit the direct study of primary human patient cells. However, some human and murine cytokines and ligands–receptor interactions are incompatible [27]. Xenotransplantation also requires a severe immune deficient host, limiting an important aspect of leukemia study and treatment [10,28,29]. In contrast, syngeneic models benefit from perfect compatibility of the leukemic cells and the host, with no immune deficiencies [29]. In this research, we identified the sub-population P11 as bona fide LSCs. The P11 sub-population passaged disease and retrieved the heterogeneity of the ML23 leukemia line, similar to human AML LSCs [57]. Interestingly, unlike the MLL-AF9 in which LSCs were reported as Mac1-high [36], ML23 P11 LSCs are Mac1-low. Clearly, not all human leukemias have defined LSCs. Importantly, not all murine AML models have LSCs, as reported by Strasser et al. [30], driving the controversy over the CSC theory. Hereby, we report the identification of LSCs in the ML23 syngeneic model. Additional syngeneic models, having no incompatibilities limitations, will better determine which types of leukemia may follow CSC theory and which do not.

### 4.4. Distribution of Leukemia and LSC

The distribution of the ML23 sub-populations among different tissues demonstrates an advanced stage, as the leukemic cells were harvested from the mice when the ZsGreen+ reporter was close to 90% in the PB (Figure 4). Leukemia development in mice from ML23 can be detected early by identifying a small percentage of ZsGreen+ cells, while no other phenotypic evidence of AML is presented. This is in agreement with human AML progression, which is accompanied by the collapse of the BM niche by changes in the vascular structure and ends with osteoblast loss [58,59,60]. AML cells were shown to utilize the BM signals and catalyze the process of niche remodeling and adaptation to leukemogenesis, therefore impairing normal hematopoiesis [61]. Interestingly, hampering the connection between LSCs and the BM niche and promoting the reconstitution of normal HSCs has become a goal for new treatments [61]; one may test such novel treatments in the ML23 model. Moreover, the xenotransplantation of human AML into immune-deficient mice suggests a restricted localization of LSCs to the BM in some cases [62]; thus, studying syngeneic mice models is of high interest to gain a better understanding and broader applicability of new treatments. For example, Acute Lymphoblastic Leukemia (ALL) is known to reside not only in the BM, but also in the central nervous system [63]. Importantly, ALL can relapse after treatments and possesses an important target for novel CAR-T cell therapies [20]. Our findings suggest that, during the advanced disease stage, LSCs may spread across multiple organs and therefore require systematic treatments to be eradicated [64]. The capability of the ML23 cell line to serve as a model for early and for late stages allows it to contribute as a research tool for the critical assessment of treatments.

### 4.5. Molecular Signature of LSCs

RNA-seq was performed to confirm the uniqueness of the LSC sub-population, P11, by comparing it to the rest of the sub-populations. 

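Genes of neutrophil maturation were lower in P11 than in P9, in 24 of 25 with a median log2 fold change of -7.12 (camera adjusted p = 3.3e-24, or adjusted p = 0.018 with an estimated correlation). Against P10 22 of 25 were lower, with a median of -2.41 (camera adjusted p = 3.6e-15), a call lost with an estimated correlation (adjusted p = 0.072). The counts adjusted over the list alone were the same. The list was written before the data were examined, but after the genes of Tables S2 and S3 had been seen. Of its 25 genes, 24 fell against the mean of the 3 others and 1 did not pass, also when adjusted over the list alone. They include the genes of the membrane-anchored protease *Mmp25* (log2 fold change -4.08) and the formyl peptide receptor *Fpr1* (-3.49). The set had a median of -3.42 (camera adjusted p = 2.2e-23) and was still called with an estimated correlation (adjusted p = 0.020). Its summed level was 139888 ± 6694 CPM in P9 (SD, n = 3), 16594 ± 2993 in P10, 2343 ± 509 in P11 and 2463 ± 752 in P12. Against P12 none of the 25 passed, or 2 as lower when adjusted over the list alone, with a median of -0.04 (camera adjusted p = 0.043, or adjusted p = 0.43 with an estimated correlation). That call also ended without P11 replicate 1 (adjusted p = 0.17) or 2 (0.079), without P12 replicate 1 (0.11) or 2 (0.090), with a pseudocount of 2, without the filter and after rescaling. Of single members, *Mmp8* passed as lower than in P12 with a pseudocount of 2 (log2 fold change -1.24), without P9 replicate 3 (-1.27) or P10 replicate 3 (-1.27), and without P12 replicate 2 (-1.45), and *Fpr2* without P12 replicate 2 (-1.83). Both genes also passed with the replicate number as a block (-1.27 and -1.39). Of 23 genes of myeloid receptors, 16 fell and 7 did not pass, the same when adjusted over the list alone. The complement C5a receptor gene *C5ar1* had a log2 fold change of -3.88 and the immunoglobulin-like receptor gene *Cd300lf* of -2.76. This set had a median of -1.62 (camera adjusted p = 7e-19, or adjusted p = 0.12 with an estimated correlation).

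The 6 genes of the phagocyte oxidase, which makes superoxide, were lower as a set with a median of -0.84 (camera adjusted p = 1.2e-06, or adjusted p = 0.12 with an estimated correlation). Of them *Cybb*, its membrane subunit, passed on its own (-1.44), also when adjusted over the list alone. *Ncf1* (-0.93) and *Ncf4* (-0.90) were under 2-fold. Both passed after rescaling (-1.17 and -1.13) and with an arithmetic fold (-1.34 and -1.02), and *Ncf1* also without P11 replicate 3 (-1.02). Among immediate early genes, which respond to growth factors and stress, 8 of 16 fell and the others did not pass, also when adjusted over the list alone. They include *Egr1* (-2.53), *Dusp1* (-2.51) and *Klf6* (-1.70). The median of these 16 was -0.996 (camera adjusted p = 2.7e-09, or adjusted p = 0.12 with an estimated correlation). Against P12 alone no receptor, oxidase or immediate early gene passed, or 3 receptor genes and 1 immediate early gene as lower when adjusted over the list alone. This depends on P12 replicate 2, without which the receptor genes *Pira2* (-1.37), *Pirb* (-1.36) and *Cd300ld* (-1.22) and the immediate early genes *Klf6* (-1.01) and *Zfp36* (-1.24) passed as lower. *Pira2* also passed with a pseudocount of 2 (-1.14), without P9 replicate 3 (-1.17) and with the replicate number as a block (-1.17). As sets the receptor genes (median -0.40, camera adjusted p = 1.3e-08, or adjusted p = 0.26 with an estimated correlation) and the immediate early genes (-0.46, adjusted p = 8.7e-06, or 0.23) were lower than in P12 at the preset correlation. The oxidase genes were not (-0.03, adjusted p = 0.12), except without P11 replicate 3 (0.030) or P12 replicate 2 (0.036).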

P11 showed a unique gene expression signature, which includes an extensive set of enriched or suppressed genes. Among the enriched genes in P11, we could identify genes with proliferative behavior or genes affiliated with an active cell cycle, such as *MYBBP1A* [65] (Table S2). 

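*Mybbp1a*, which encodes a nucleolar protein that binds Myb and lies on chromosome 11 from 72441355 to 72451768, was at 227 ± 13.7 CPM in P11 and 147 ± 33.7 in P12 (SD, n = 3 each). It was at 87.7 ± 11.5 CPM in P10 and 16.9 ± 1.69 in P9. P11 exceeded the mean of the 3 others by a log2 fold change of 1.91 (standard error 0.14, adjusted p = 1.5e-06 from limma). Its 3 libraries lay above all 9 others. P11 exceeded P9 by 3.71 and P10 by 1.37 (adjusted p = 9.3e-05), while 0.65 against P12 did not pass (adjusted p = 0.15). Genes of ribosome biogenesis, *Mybbp1a* among them, were higher in P11 than the mean of the 3 others, and 29 of 30 passed. Examples are *Utp20* (2.18) and *Noc2l* (1.82). The set had a median of 1.83 (camera adjusted p = 1.7e-11, or adjusted p = 0.20 with an estimated correlation). Of 31 genes of DNA replication 29 were higher in P11, among them the helicase subunit genes *Mcm7* (1.98) and *Mcm3* (1.91) and the flap endonuclease gene *Fen1* (1.92). Their median was 1.62 (camera adjusted p = 2.5e-09, or adjusted p = 0.32 with an estimated correlation). Of 26 genes of mitosis 22 were higher, among them *Ncapd2* of the condensin complex (1.41) and the kinase gene *Aurkb* (1.33). Their median was 1.20 (camera adjusted p = 0.00013, or adjusted p = 0.49 with an estimated correlation). The cyclin gene *Ccnb1*, at 1.23, no longer passed after rescaling.

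Chaperone genes were higher in 16 of 19, with *Hspa9* of the mitochondria (1.85) and the chaperonin subunit gene *Cct3* (1.69) as examples. Their median was 1.29 (camera adjusted p = 9.5e-07, or adjusted p = 0.29 with an estimated correlation). Genes of tRNA synthetases were higher in 11 of 20, such as *Vars* (1.46) and *Kars* (1.37), with a median of 1.04 (camera adjusted p = 4.7e-06, or adjusted p = 0.18 with an estimated correlation). None of these 5 lists had a member lower in P11, and each gave the same count when adjusted over the list alone. All 5 were written before the data were examined, but after the genes of Tables S2 and S3 had been seen. Against P12 alone no member of any of the 5 lists passed, also when adjusted over the list alone. As sets they were higher than in P12 at the preset correlation, and every call was lost with an estimated correlation. The medians were 0.48 for ribosome biogenesis (camera adjusted p = 9.7e-11, or adjusted p = 0.25 when estimated), 0.46 for DNA replication (1.3e-07, or 0.43), 0.38 for chaperones (7.7e-06, or 0.41), 0.33 for tRNA synthetases (2.3e-05, or 0.23) and 0.30 for mitosis (0.026, or 0.66). The mitosis call also ended without P11 replicate 3 (adjusted p = 0.22), P12 replicate 1 (0.069) or P12 replicate 3 (0.096) and with a filter of 10 CPM (0.054).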

We also found a similarity in the gene signature between P11 and P12 that was different from P9 and P10. This information may indicate a possible hierarchical structure between the ML23 sub-populations. This is in agreement with previous studies, where heterogeneous AML cells demonstrated a hierarchy resembling the hematopoietic tree [18]. This hierarchy separates AML cells into groups according to their genomic, functional, and clinical properties, where it was shown that patients with a short survival suffered from enriched HSC-specific genes [18]. Therefore, as with human AML, our ML23 leukemia can present a hierarchy that can affect the outcome to certain treatments based on the composition and the stemness of the disease. 

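P9 differed from P11 in more genes than P10 did. Against P9, 6288 genes were higher and 1504 lower in P11 (limma), with a median log2 fold change of 0.90 over all genes tested. After rescaling that median was 0.45, and 4540 genes were higher and 2269 lower. Higher genes included *Serpinf1* (5.48), a secreted serpin, *Slc4a8* (5.54), a bicarbonate transporter, and the transcription factor gene *Irf8* (5.30). Lower genes included *Ltf*, lactoferrin of neutrophil granules, which fell by 9.58 on the log2 scale (28.7 ± 10.9 CPM against 21050 ± 780, SD, n = 3 each), *Mmp9* (log2 fold change -9.63), *Retnlg* (-9.27), *Itgb2l* (-9.13) and *Ngp* (-8.94). Against P10, 1728 genes were higher and 1012 lower in P11, with a median of 0.25, or 0.12 after rescaling, which left 1285 higher and 1178 lower. *Cnn3*, a calponin gene (2.72), the collagen gene *Col19a1* (2.63) and the endothelin receptor gene *Ednra* (2.73) were higher. The fibronectin gene *Fn1* fell by 4.54 (94.2 ± 22.3 CPM against 2205 ± 476), and the thrombospondin gene *Thbs1* (log2 fold change -4.44), the receptor gene *Sirpb1c* (-4.44), the ribonuclease gene *Ear2* (-4.37) and *Ace*, which converts angiotensin (-5.03), were lower too. P12 too differed from P10, in 1624 genes, 840 higher and 784 lower in P12. The balance turned to 636 higher and 867 lower after rescaling, to 575 and 659 without P12 replicate 2, and to 490 and 577 of 1067 with a pseudocount of 2.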

Further research of this data may present a functional role to the other sub-populations or the interactions between them. From the RNA-seq of the surface markers CD34 and CD84, we found that CD34 is highly expressed in P11 and 12 but lacks the expression of CD84. These findings also correlate with the protein expression levels on the cell’s surface (Figure 6a–c). Expression levels of CD34 are in correspondence with the previous work of Lapidot et al., where LSC presented CD34+ expression [11]. Moreover, CD84- expression of P11 coincides with the idea of P11 as LSC, where CD84- expression was shown to be in less differentiated hematopoietic cells [39].

### 4.6. Possible Treatments to Eradicate Leukemia and LSCs

We compared the expression levels of genes that are up to date, proposed as LSC targeted therapy [40]. Among the ML23 sub-populations, we found markers (CD47 and CD93) that are upregulated in P11 and P12 and which also characterize LSC in the ML23 model (Figure 7). This is in agreement with previous studies on human LSC in AML, wherein CD47 and CD93 were expressed [45,46,47,48]. 

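P12 was close to P11 in *Cd47*, and P10 was below P12 by a log2 fold change of -0.57 (standard error 0.15, adjusted p = 0.013 from limma, n = 3 libraries each). P9 and P12 were not shown to differ in *Cd47* (-0.17, standard error 0.15, adjusted p = 0.32). P9 was below P12 in *Cd93* by -2.88 (standard error 0.15, adjusted p = 6.7e-09). P10 and P12 were not shown to differ in *Cd93* (-0.21, standard error 0.15, adjusted p = 0.33). Of these differences, the 1 between P9 and P12 in *Cd93* is over 2-fold.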

The conservation of a specific marker between mice and human is not trivial. However, when looking at LSC markers of AML, we must consider the subtype of AML and the variabilities among individuals [66]. Thus, we can see that our LSC, P11, showed to be beneficial as a model for CD47 and CD93 therapeutic research, while additional leukemia lines are needed to represent the pleura of AML subtypes fully.

## 5. Conclusions

In conclusion, our data provide a novel model for LSC in syngeneic mice. This ML23 and additional models where LSCs are present or not will improve our understanding of AML and other forms of tumor heterogeneity. Studying multiple syngeneic leukemic mice may resolve current controversies and realize variability relevant to the differences between human patients.

## Figures and Tables

**Figure 1:**
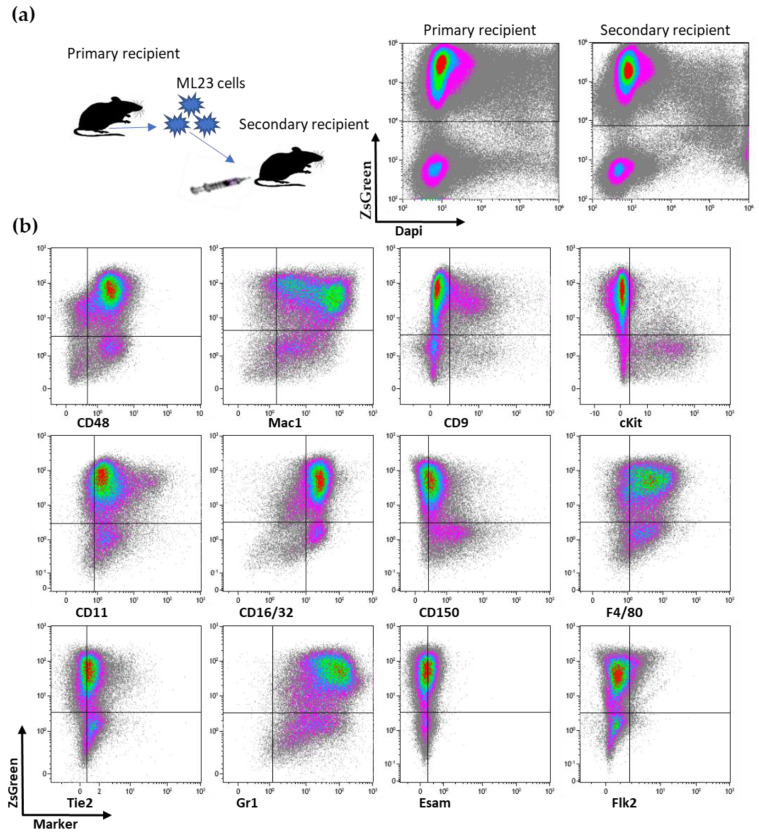
ML23 leukemia line passage serially with heterogeneous phenotype: (**a**) Mice were injected with leukemic ML23 cells from frozen stocks. After leukemia detection in PB, cells were harvested from the BM and injected into other recipients. FACS plot of the primary recipient is of one month after transplantation, and, for the secondary recipient, is from 2 to 3 wk after passage. (**b**) mFACS plots showing the expression of the indicated markers (*X* axis), along with the ZsGreen reporter (*Y* axis).

**Figure 2:**
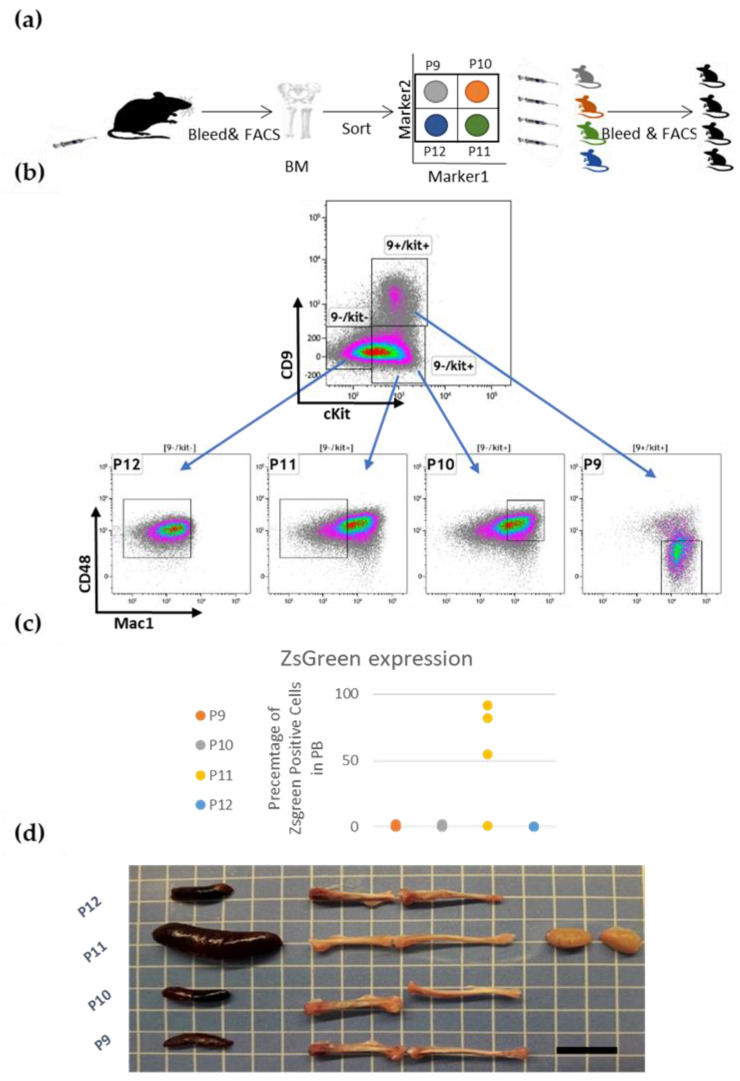
Prospective isolation of LSCs in ML23 (**a**) schematic illustration of experimental design. Fresh Leukemic cells were sorted into four sub-populations, and each sub-population was transferred into a new host and its effects were examined. Gating for ML23 sub-populations using cKit/CD9 and CD48/Mac1. (**b**) FACS plots of leukemic cells, pre-gated ZsGreen+, as sorted into defined sub-populations. (**c**) ZsGreen+ expression levels from each transplanted sub-population. P11 sub-population transplanted mice presented high ZsGreen+ expression; others did not. (**d**) Organs from animals that received the indicated sub-population of ML23. Enlarged spleen, white bones, and enlarged LN are shown from P11. Representative data are shown from one out of three independent experiments.

**Figure 3:**
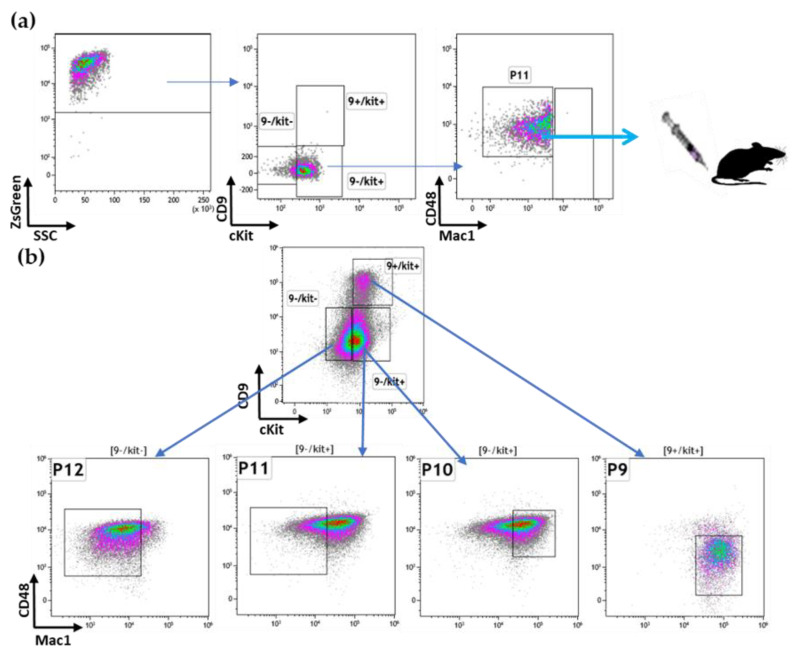
P11 LSC can reconstitute the heterogeneity of ML23: (**a**) Sorted P11 sub-population (CD9-cKit+Mac1-CD48+), which were transplanted into the recipient mice. (**b**) P11 sub-population reconstituted the heterogeneity of ML23 in the recipient mice (the primary recipient of P11-sorted cells). Representative data are shown from one out of three independent experiments.

**Figure 4:**
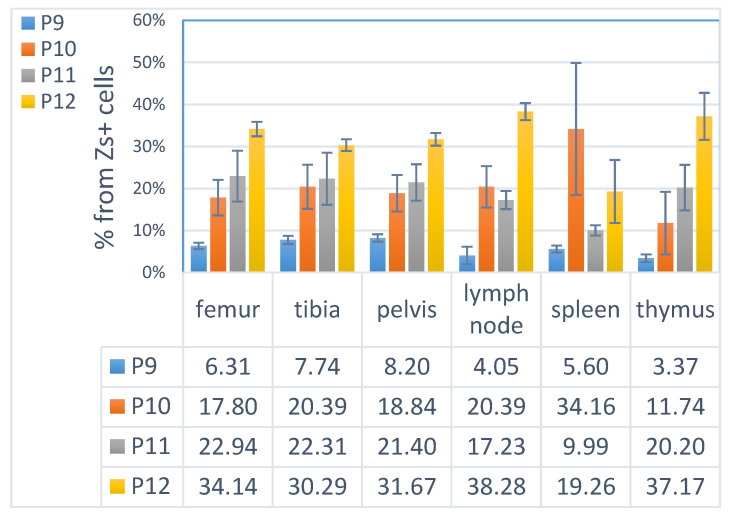
The sub-populations of ML23 distribute broadly in various organs. The average percentage expression (from ZsGreen+ cells) of each of the four sub-populations (P9—12) as measured using FACS analysis for cells extracted from six different tissues of ML23 leukemic mice. Cells were PRE-GATED to ZsGreen+, at least 90% in each sample (not shown). Data are shown from three independent experiments.

**Figure 5:**
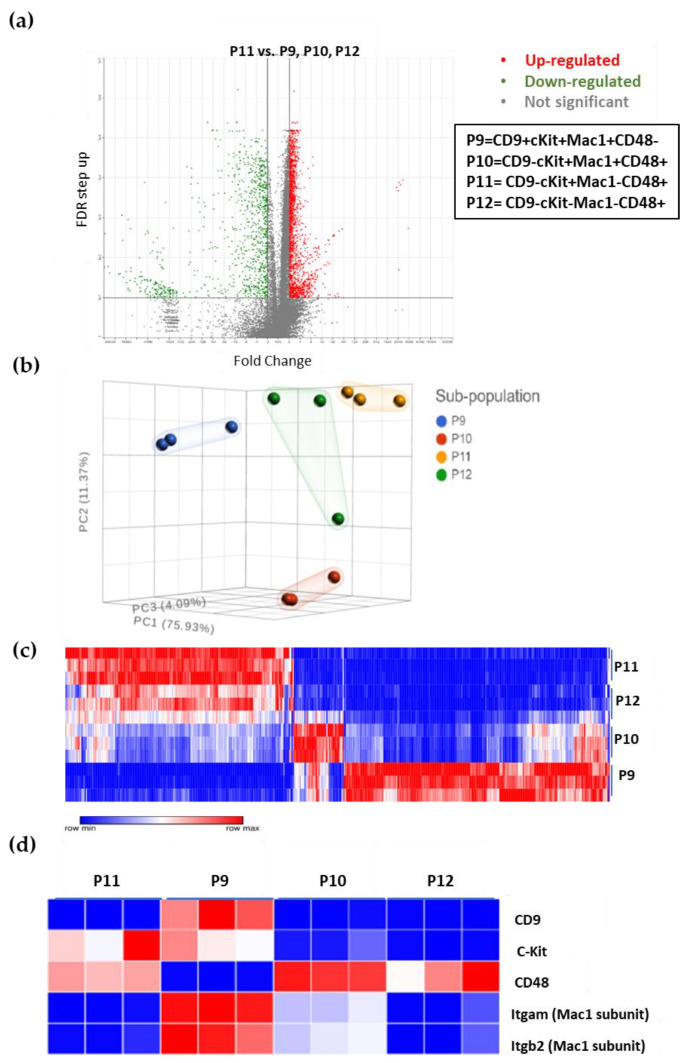
LSCs presenting a unique gene expression signature: (**a**) Some 470 genes (out of 20,020) are differentially expressed between the LSC sub-population (P11) and the other populations (FDR <0.1, fold change >2 or <−2). (**b**) PCA showing the 4 sub-populations (P9—P12). (**c**) Heatmap showing the 470 differentially expressed genes. (**d**) RNA expression signature of the four surface markers was found close to its expression at the protein level and used for validation (compare with Figure 3).

**Figure 6:**
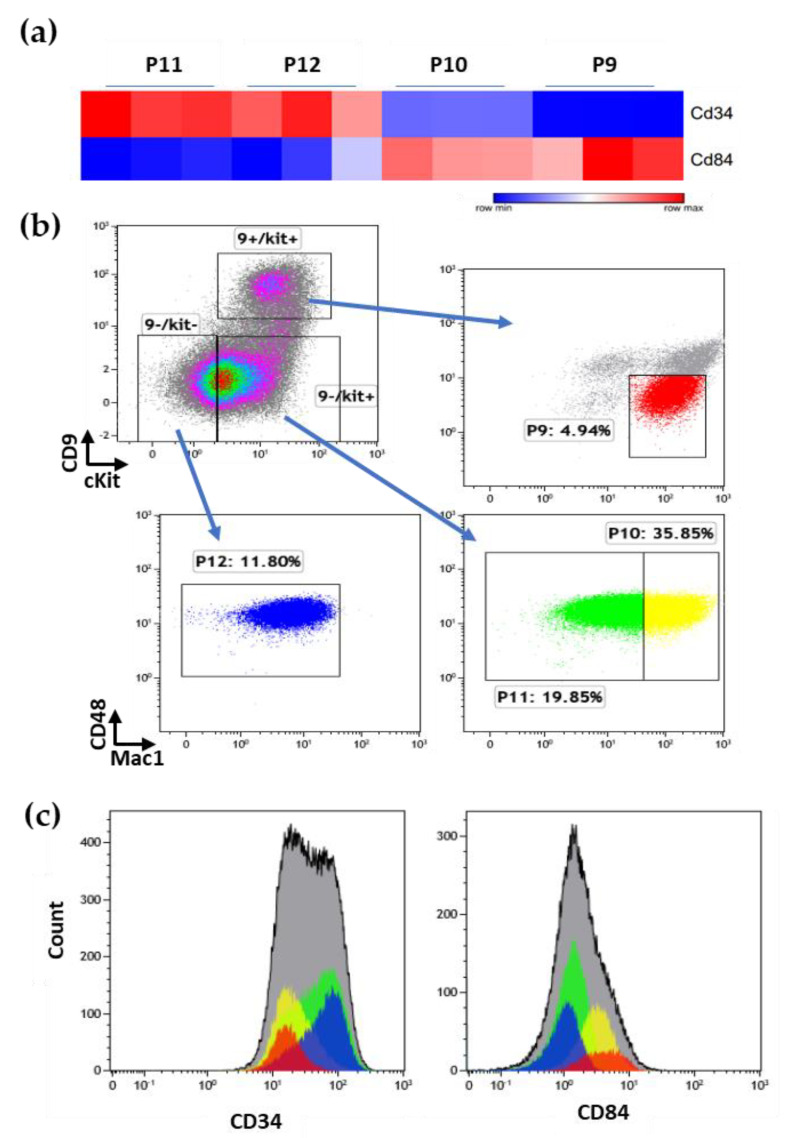
CD34 and CD84 are differentially expressed on ML23 sub-populations, in agreement with RNAseq data: (**a**) Heatmap of mRNA levels of *Cd34* and *Cd84* in the ML23 sub-populations. (**b**,**c**) Fresh ML23 cells were stained for the primary four surface markers in addition to CD34 and CD84 proteins. The expression level of each of the markers was examined in each of the sub-populations. Representative data are shown from one out of three independent experiments.

**Figure 7:**
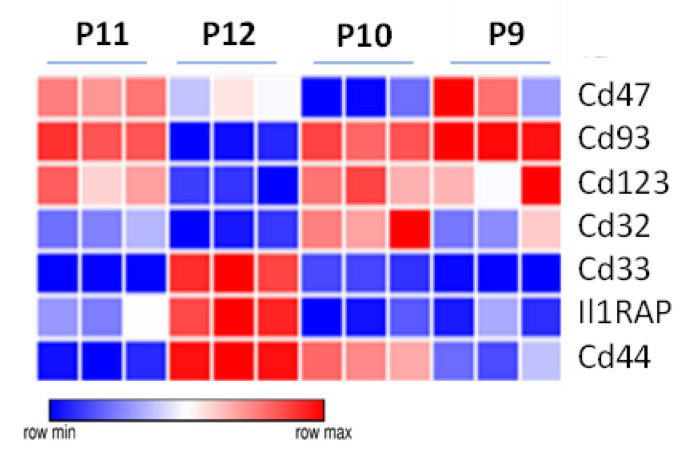
Specific drug-targeted genes expressed in ML23 cells. Differential expression levels of current treatment targets that are under study or clinical application were examined in the RNA-seq results of ML23 cells. Two of them (CD47 and CD93) presented overexpression on ML23 LIC (P11).

## Data Availability

The complete RNA seq data had been deposited GSE220908.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15030720/s1, Figure S1: ML23 line presents consistent and stable leukemia development; Figure S2: FACS plots for ZsGreen in the different subpopulations of ML23; Figure S3: Distribution of the sub- populations of ML23 in various organ; Figure S4: LSC has a unique surface markers pattern; Table S1: Full GSA for GEO; Table S2: Supplementary list of 470 DE Genes; Table S3: Surface Markers of LSCs.

## References

[1] Cook G.J., Pardee T.S. (2013). Animal models of leukemia: Any closer to the real thing?. Cancer Metastasis Rev..

[2] Kantarjian H., Kadia T., DiNardo C., Daver N., Borthakur G., Jabbour E., Garcia-Manero G., Konopleva M., Ravandi F. (2021). Acute myeloid leukemia: Current progress and future directions. Blood Cancer J..

[3] Hanekamp D., Denys B., Kaspers G.J.L., Te Marvelde J.G., Schuurhuis G.J., De Haas V., De Moerloose B., de Bont E.S., Zwaan C.M., de Jong A. (2018). Leukaemic stem cell load at diagnosis predicts the development of relapse in young acute myeloid leukaemia patients. Br. J. Haematol..

[4] Döhner H., Weisdorf D.J., Bloomfield C.D. (2015). Acute Myeloid Leukemia. N. Engl. J. Med..

[5] Schiller G. (2022). How thinly can one slice the AML diagnostic pie?. Blood.

[6] Estey E., Döhner H. (2006). Acute myeloid leukaemia. Lancet.

[7] Kelly L.M., Gilliland D.G. (2003). Genetics of Myeloid Leukemias. Annu. Rev. Genom. Hum. Genet..

[8] Fröhling S., Scholl C., Gilliland D.G., Levine R.L. (2005). Genetics of myeloid malignancies: Pathogenetic and clinical implications. J. Clin. Oncol..

[9] Keinan N., Scharff Y., Goldstein O., Chamo M., Ilic S., Gazit R. (2021). Syngeneic leukemia models using lentiviral transgenics. Cell Death Dis..

[10] Almosailleakh M., Schwaller J. (2019). Murine Models of Acute Myeloid Leukaemia. Int. J. Mol. Sci..

[11] Lapidot T., Sirard C., Vormoor J., Murdoch B., Hoang T., Caceres-Cortes J., Minden M., Paterson B., Caligiuri M.A., Dick J.E. (1994). A cell initiating human acute myeloid leukaemia after transplantation into SCID mice. Nature.

[12] Bonnet D., Dick J.E. (1997). Human acute myeloid leukemia is organized as a hierarchy that originates from a primitive hematopoietic cell. Nat. Med..

[13] Al-Hajj M., Wicha M.S., Benito-Hernandez A., Morrison S.J., Clarke M.F. (2003). Prospective identification of tumorigenic breast cancer cells. Proc. Natl. Acad. Sci. USA.

[14] Jordan C.T., Guzman M.L., Noble M. (2006). Mechanisms of Disease: Cancer Stem Cells. N. Engl. J. Med..

[15] Reya T., Morrison S.J., Clarke M.F., Weissman I.L. (2001). Stem cells, cancer, and cancer stem cells. Nature.

[16] Singh S.K., Hawkins C., Clarke I.D., Squire J.A., Bayani J., Hide T., Henkelman R.M., Cusimano M.D., Dirks P.B. (2004). Identification of human brain tumour initiating cells. Nature.

[17] Goardon N., Marchi E., Atzberger A., Quek L., Schuh A., Soneji S., Woll P., Mead A., Alford K.A., Rout R. (2011). Coexistence of LMPP-like and GMP-like leukemia stem cells in acute myeloid leukemia. Cancer Cell.

[18] Zeng A.G.X., Bansal S., Jin L., Mitchell A., Chen W.C., Abbas H.A., Chan-Seng-Yue M., Voisin V., van Galen P., Tierens A. (2022). A cellular hierarchy framework for understanding heterogeneity and predicting drug response in acute myeloid leukemia. Nat. Med..

[19] Shlush L.I., Mitchell A., Heisler L., Abelson S., Ng S.W.K., Trotman-Grant A., Medeiros J.J.F., Rao-Bhatia A., Jaciw-Zurakowsky I., Marke R. (2017). Tracing the origins of relapse in acute myeloid leukaemia to stem cells. Nature.

[20] Titov A., Kaminskiy Y., Ganeeva I., Zmievskaya E., Valiullina A., Rakhmatullina A., Petukhov A., Miftakhova R., Rizvanov A., Bulatov E. (2022). Knowns and Unknowns about CAR-T Cell Dysfunction. Cancers.

[21] Ding L., Ley T.J., Larson D.E., Miller C.A., Koboldt D.C., Welch J.S., Ritchey J.K., Young M.A., Lamprecht T., McLellan M.D. (2012). Clonal evolution in relapsed acute myeloid leukaemia revealed by whole-genome sequencing. Nature.

[22] Lagunas-Rangel F.A., Chávez-Valencia V., Gómez-Guijosa M.Á., Cortes-Penagos C. (2017). Acute Myeloid Leukemia-Genetic Alterations and Their Clinical Prognosis. Int. J. Hematol. Oncol. Stem Cell Res..

[23] Terwijn M., Zeijlemaker W., Kelder A., Rutten A.P., Snel A.N., Scholten W.J., Pabst T., Verhoef G., Löwenberg B., Zweegman S. (2014). Leukemic stem cell frequency: A strong biomarker for clinical outcome in acute myeloid leukemia. PLoS ONE.

[24] Hahn W.C., Weinberg R.A. (2002). Modelling the molecular circuitry of cancer. Nat. Rev. Cancer.

[25] Friend C. (1957). Cell-free transmission in adult Swiss mice of a disease having the character of a leukemia. J. Exp. Med..

[26] Kunimoto H., Meydan C., Nazir A., Whitfield J., Shank K., Rapaport F., Maher R., Pronier E., Meyer S.C., Garrett-Bakelman F.E. (2018). Cooperative Epigenetic Remodeling by TET2 Loss and NRAS Mutation Drives Myeloid Transformation and MEK Inhibitor Sensitivity. Cancer Cell.

[27] Hogenesch H., Nikitin A.Y. (2012). Challenges in pre-clinical testing of anti-cancer drugs in cell culture and in animal models. J. Control. Release.

[28] Shankaran V., Ikeda H., Bruce A.T., White J.M., Swanson P.E., Old L.J., Schreiber R.D. (2001). IFNgamma and lymphocytes prevent primary tumour development and shape tumour immunogenicity. Nature.

[29] Kim D.Y., Lee S., Kim D.Y., Lee J.Y. (2020). Effective Murine Model Induction for Niche Study in Immune Cells Against Leukemia. Adv. Exp. Med. Biol..

[30] Adams J.M., Kelly P.N., Dakic A., Carotta S., Nutt S.L., Strasser A. (2008). Role of “cancer stem cells” and cell survival in tumor development and maintenance. Cold Spring Harb. Symp. Quant. Biol..

[31] Clevers H. (2011). The cancer stem cell: Premises, promises and challenges. Nat. Med..

[32] Tanaka T. (2016). Leukocyte Adhesion Molecules. Encycl. Immunobiol..

[33] Yoon S.O., Zhang X., Freedman A.S., Zahrieh D., Lossos I.S., Li L., Choi Y.S. (2010). Down-regulation of CD9 expression and its correlation to tumor progression in B lymphomas. Am. J. Pathol..

[34] Liu Y., Wang G., Zhang J., Chen X., Xu H., Heng G., Chen J., Zhao Y., Li J., Ni Y. (2021). CD9, a potential leukemia stem cell marker, regulates drug resistance and leukemia development in acute myeloid leukemia. Stem Cell Res. Ther..

[35] Soda Y., Jinno A., Tanaka Y., Akagi T., Shimotohno K., Hoshino H. (2000). Rapid tumor formation and development of neutrophilia and splenomegaly in nude mice transplanted with human cells expressing human T cell leukemia virus type I or Tax1. Leukemia.

[36] Gollard R.P., Robbins B.A., Piro L., Saven A. (1996). Acute myelogenous leukemia presenting with bulky lymphadenopathy. Case report and literature review. Acta Haematol..

[37] Houshmand M., Blanco T.M., Circosta P., Yazdi N., Kazemi A., Saglio G., Zarif M.N. (2019). Bone marrow microenvironment: The guardian of leukemia stem cells. World, J. Stem Cells.

[38] Somervaille T.C.P., Cleary M.L. (2006). Identification and characterization of leukemia stem cells in murine MLL-AF9 acute myeloid leukemia. Cancer Cell.

[39] Zaiss M., Hirtreiter C., Rehli M., Rehm A., Kunz-Schughart L.A., Andreesen R., Hennemann B. (2003). CD84 expression on human hematopoietic progenitor cells. Exp. Hematol..

[40] Pollyea D.A., Jordan C.T. (2017). Therapeutic targeting of acute myeloid leukemia stem cells. Blood.

[41] Jin L., Lee E.M., Ramshaw H.S., Busfield S.J., Peoppl A.G., Wilkinson L., Guthridge M.A., Thomas D., Barry E.F., Boyd A. (2009). Monoclonal antibody-mediated targeting of CD123, IL-3 receptor alpha chain, eliminates human acute myeloid leukemic stem cells. Cell Stem Cell.

[42] Jordan C.T., Upchurch D., Szilvassy S.J., Guzman M.L., Howard D.S., Pettigrew A.L., Meyerrose T., Rossi R., Grimes B., Rizzieri D.A. (2000). The interleukin-3 receptor alpha chain is a unique marker for human acute myelogenous leukemia stem cells. Leukemia.

[43] Jin L., Hope K.J., Zhai Q., Smadja-Joffe F., Dick J.E. (2006). Targeting of CD44 eradicates human acute myeloid leukemic stem cells. Nat. Med..

[44] Taussig D.C., Pearce D.J., Simpson C., Rohatiner A.Z., Lister T.A., Kelly G., Luongo J.L., Danet-Desnoyers G.A., Bonnet D. (2005). Hematopoietic stem cells express multiple myeloid markers: Implications for the origin and targeted therapy of acute myeloid leukemia. Blood.

[45] Majeti R., Chao M.P., Alizadeh A.A., Pang W.W., Jaiswal S., Gibbs K.D., van Rooijen N., Weissman I.L. (2009). CD47 is an adverse prognostic factor and therapeutic antibody target on human acute myeloid leukemia stem cells. Cell.

[46] Theocharides A.P., Jin L., Cheng P.Y., Prasolava T.K., Malko A.V., Ho J.M., Poeppl A.G., van Rooijen N., Minden M.D., Danska J.S. (2012). Disruption of SIRPα signaling in macrophages eliminates human acute myeloid leukemia stem cells in xenografts. J. Exp. Med..

[47] Hosen N., Park C.Y., Tatsumi N., Oji Y., Sugiyama H., Gramatzki M., Krensky A.M., Weissman I.L. (2007). CD96 is a leukemic stem cell-specific marker in human acute myeloid leukemia. Proc. Natl. Acad. Sci. USA.

[48] Iwasaki M., Liedtke M., Gentles A.J., Cleary M.L. (2015). CD93 Marks a Non-Quiescent Human Leukemia Stem Cell Population and Is Required for Development of MLL-Rearranged Acute Myeloid Leukemia. Cell Stem Cell.

[49] Saito Y., Kitamura H., Hijikata A., Tomizawa-Murasawa M., Tanaka S., Takagi S., Uchida N., Suzuki N., Sone A., Najima Y. (2010). Identification of therapeutic targets for quiescent, chemotherapy-resistant human leukemia stem cells. Sci. Transl. Med..

[50] Kikushige Y., Shima T., Takayanagi S., Urata S., Miyamoto T., Iwasaki H., Takenaka K., Teshima T., Tanaka T., Inagaki Y. (2010). TIM-3 is a promising target to selectively kill acute myeloid leukemia stem cells. Cell Stem Cell.

[51] Chung S.S., Eng W.S., Hu W., Khalaj M., Garrett-Bakelman F.E., Tavakkoli M., Levine R.L., Carroll M., Klimek V.M., Melnick A.M. (2017). CD99 is a therapeutic target on disease stem cells in myeloid malignancies. Sci. Transl. Med..

[52] Askmyr M., Ågerstam H., Hansen N., Gordon S., Arvanitakis A., Rissler M., Juliusson G., Richter J., Järås M., Fioretos T. (2013). Selective killing of candidate AML stem cells by antibody targeting of IL1RAP. Blood.

[53] Saadatpour A., Guo G., Orkin S.H., Yuan G.C. (2014). Characterizing heterogeneity in leukemic cells using single-cell gene expression analysis. Genome Biol..

[54] Guo G., Luc S., Marco E., Lin T.W., Peng C., Kerenyi M.A., Beyaz S., Kim W., Xu J., Das P.P. (2013). Mapping cellular hierarchy by single-cell analysis of the cell surface repertoire. Cell Stem Cell.

[55] Ho T.C., LaMere M., Stevens B.M., Ashton J.M., Myers J.R., O’Dwyer K.M., Liesveld J.L., Mendler J.H., Guzman M., Morrissette J.D. (2016). Evolution of acute myelogenous leukemia stem cell properties after treatment and progression. Blood.

[56] Lane S.W., Scadden D.T., Gilliland D.G. (2009). The leukemic stem cell niche: Current concepts and therapeutic opportunities. Blood.

[57] Vetrie D., Helgason G.V., Copland M. (2020). The leukaemia stem cell: Similarities, differences and clinical prospects in CML and AML. Nat. Rev. Cancer.

[58] Abarrategi A., Foster K., Hamilton A., Mian S.A., Passaro D., Gribben J., Mufti G., Bonnet D. (2017). Versatile humanized niche model enables study of normal and malignant human hematopoiesis. J. Clin. Investig..

[59] Duarte D., Hawkins E.D., Lo Celso C. (2018). The interplay of leukemia cells and the bone marrow microenvironment. Blood.

[60] Schepers K., Pietras E.M., Reynaud D., Flach J., Binnewies M., Garg T., Wagers A.J., Hsiao E.C., Passegué E. (2013). Myeloproliferative neoplasia remodels the endosteal bone marrow niche into a self-reinforcing leukemic niche. Cell Stem Cell.

[61] Bernasconi P., Borsani O. (2019). Targeting Leukemia Stem Cell-Niche Dynamics: A New Challenge in AML Treatment. J. Oncol..

[62] Lutz C., Hoang V.T., Buss E., Ho A.D. (2013). Identifying leukemia stem cells--is it feasible and does it matter?. Cancer Lett..

[63] Thastrup M., Duguid A., Mirian C., Schmiegelow K., Halsey C. (2022). Central nervous system involvement in childhood acute lymphoblastic leukemia: Challenges and solutions. Leukemia.

[64] Valent P., Sadovnik I., Eisenwort G., Herrmann H., Bauer K., Mueller N., Sperr W.R., Wicklein D., Schumacher U. (2020). Redistribution, homing and organ-invasion of neoplastic stem cells in myeloid neoplasms. Semin. Cancer Biol..

[65] Perrera C., Colombo R., Valsasina B., Carpinelli P., Troiani S., Modugno M., Gianellini L., Cappella P., Isacchi A., Moll J. (2010). Identification of Myb-binding protein 1A (MYBBP1A) as a novel substrate for aurora B kinase. J. Biol. Chem..

[66] Thomas D., Majeti R. (2017). Biology and relevance of human acute myeloid leukemia stem cells. Blood.

# Supplementary material for: Molecular Mechanisms in Murine Syngeneic Leukemia Stem Cells
**Source:** Cancers (Basel). 2023 Jan 24;15(3):720. doi: 10.3390/cancers15030720
**Supplement:** Supplementary file 1

Supplementary
information for
Molecular mechanisms
in Murine Syngeneic
Leukemia Stem Cells

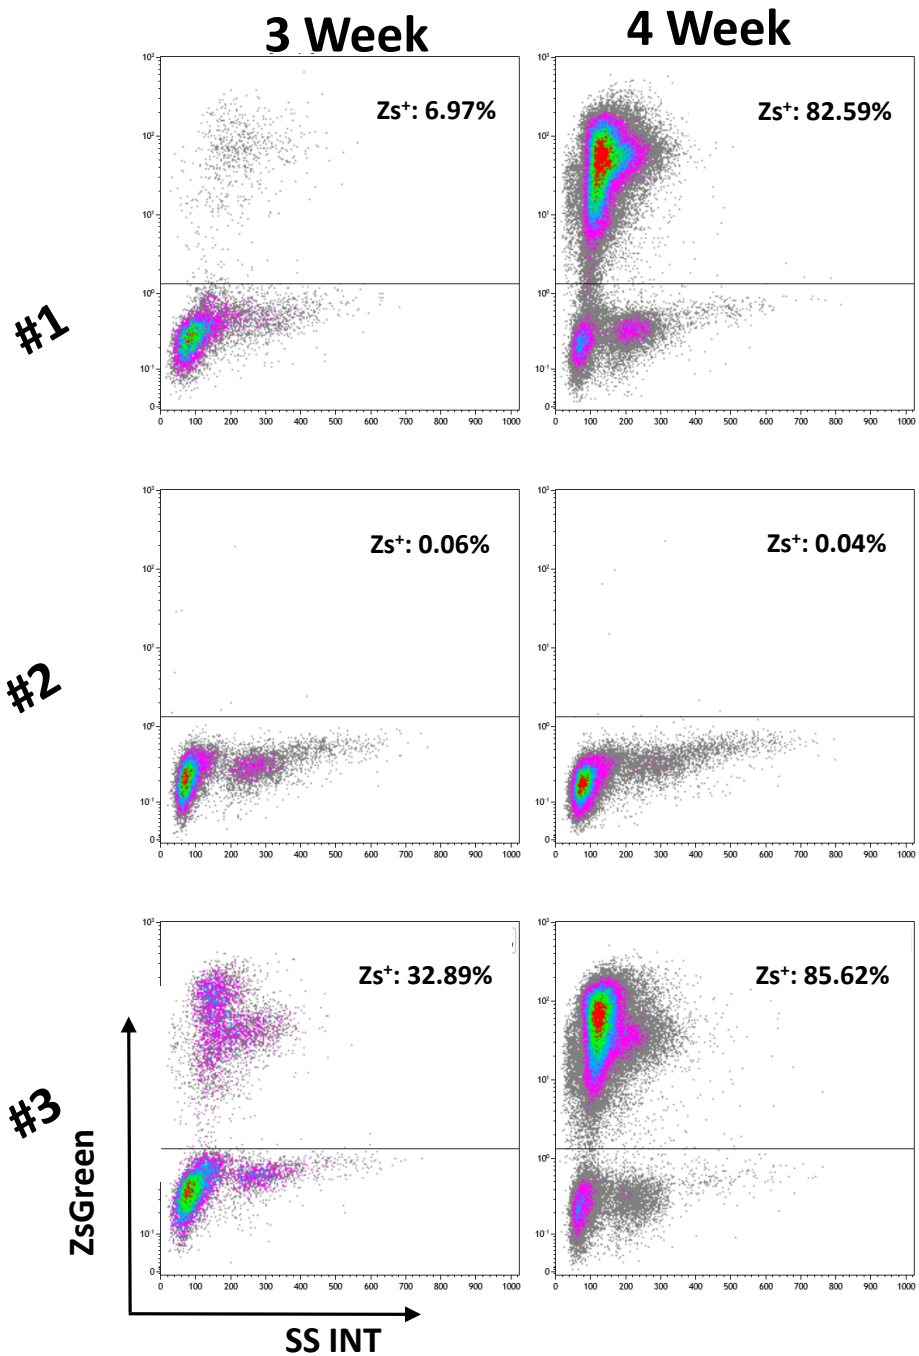

Figure S1. ML23 line presents consistent and stable leukemia development: Frozen BM cells from ML23 leukemic mice were defrosted and then transplanted into 3 recipients mice (5.5×10^5 cells each). The leukemic reporter ZsGreen+ (Y-axis) was initially found in the PB of 2 mice (#1 and #3) after 3 weeks. Within 4 weeks of transplantation mice #1 and #3 presented acute leukemia phenotype and high ZsGreen+ expression of PB cells.

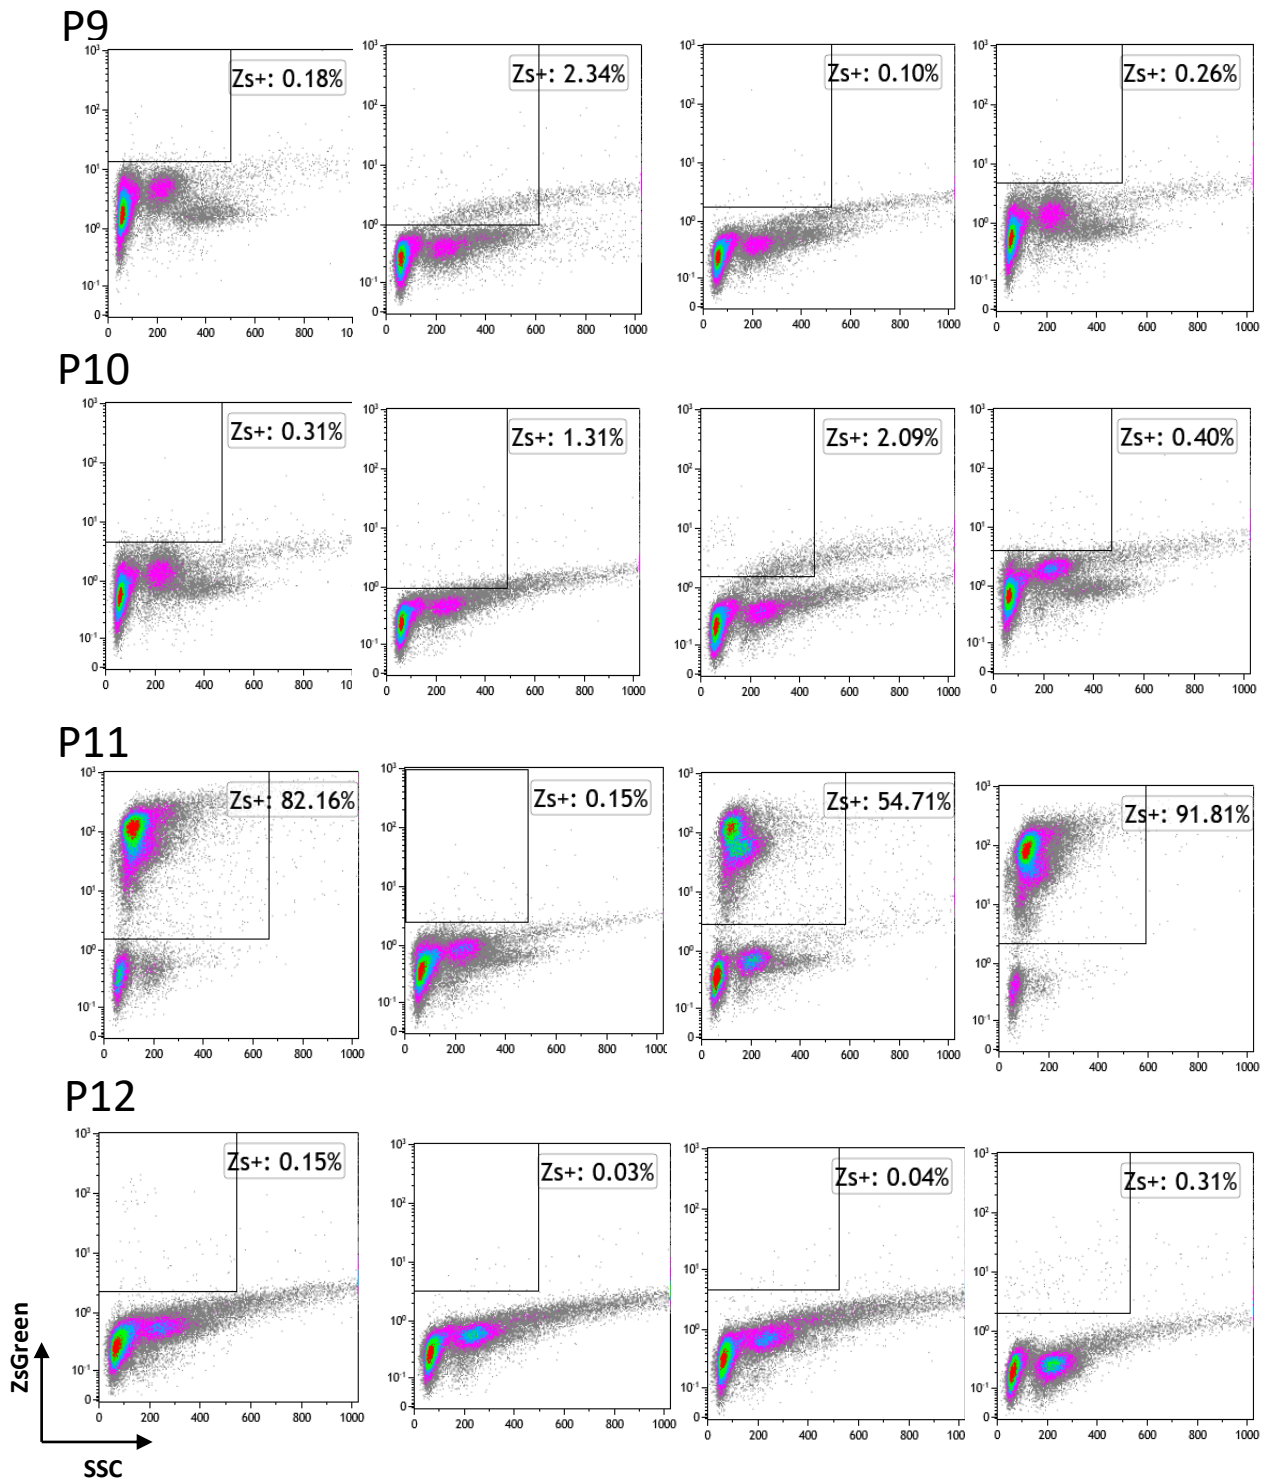

Figure S2. FACS plots for ZsGreen in the different subpopulations of ML23:
 FACS plots describing the amount of ZsGreen+ expressed in each sample for each of the subpopulations. This data is a representative for 3 independent experiments.

(a)

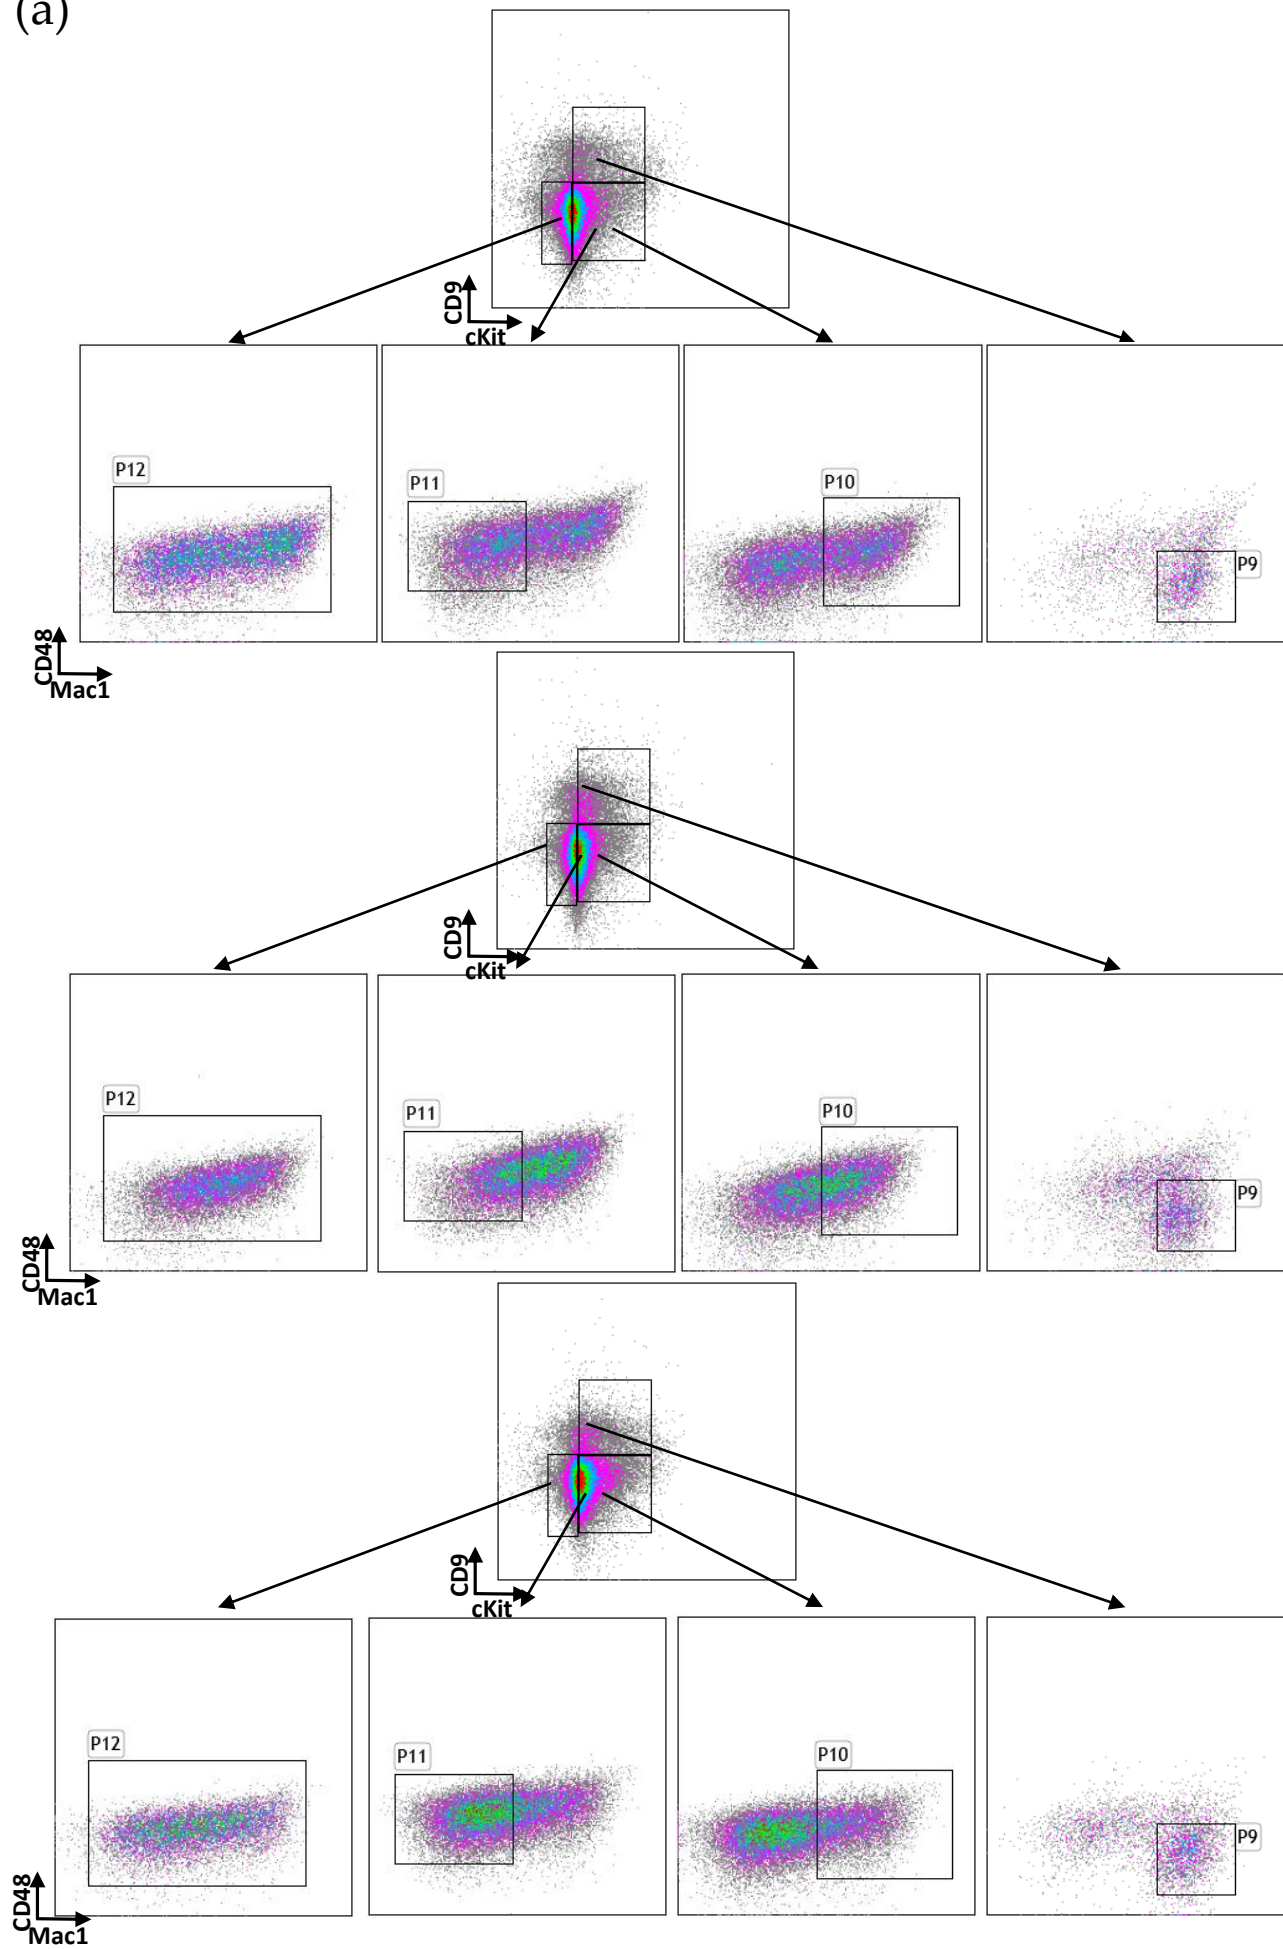

(b)

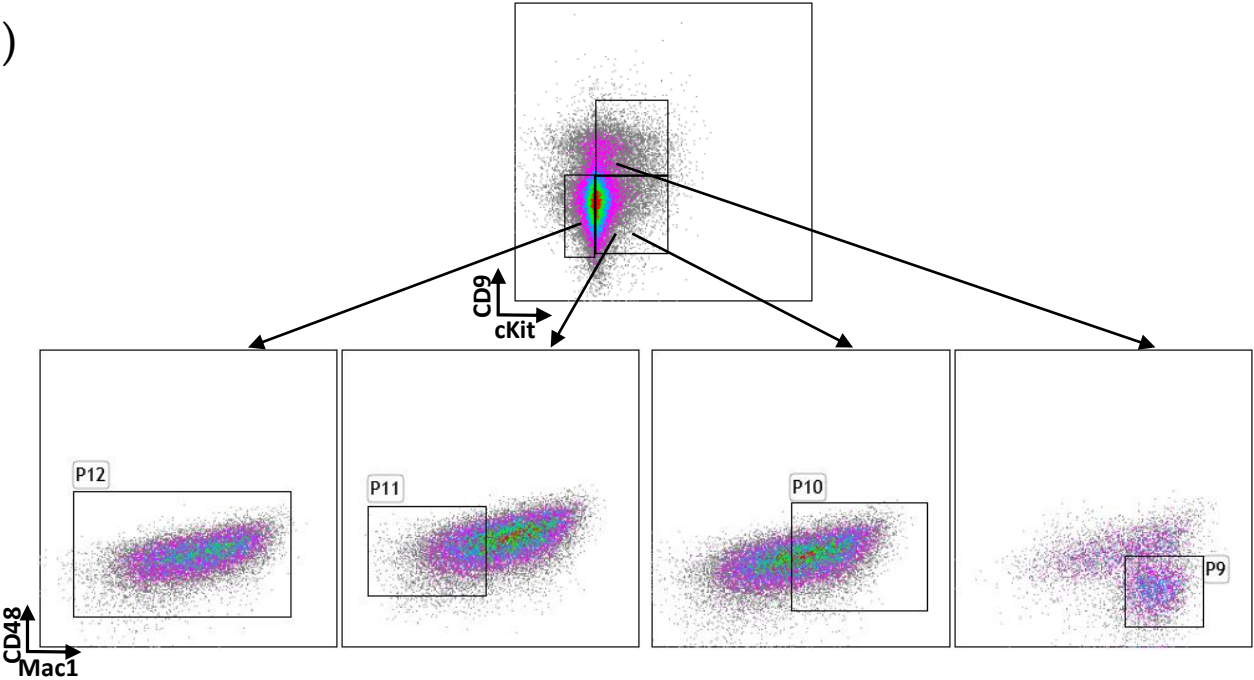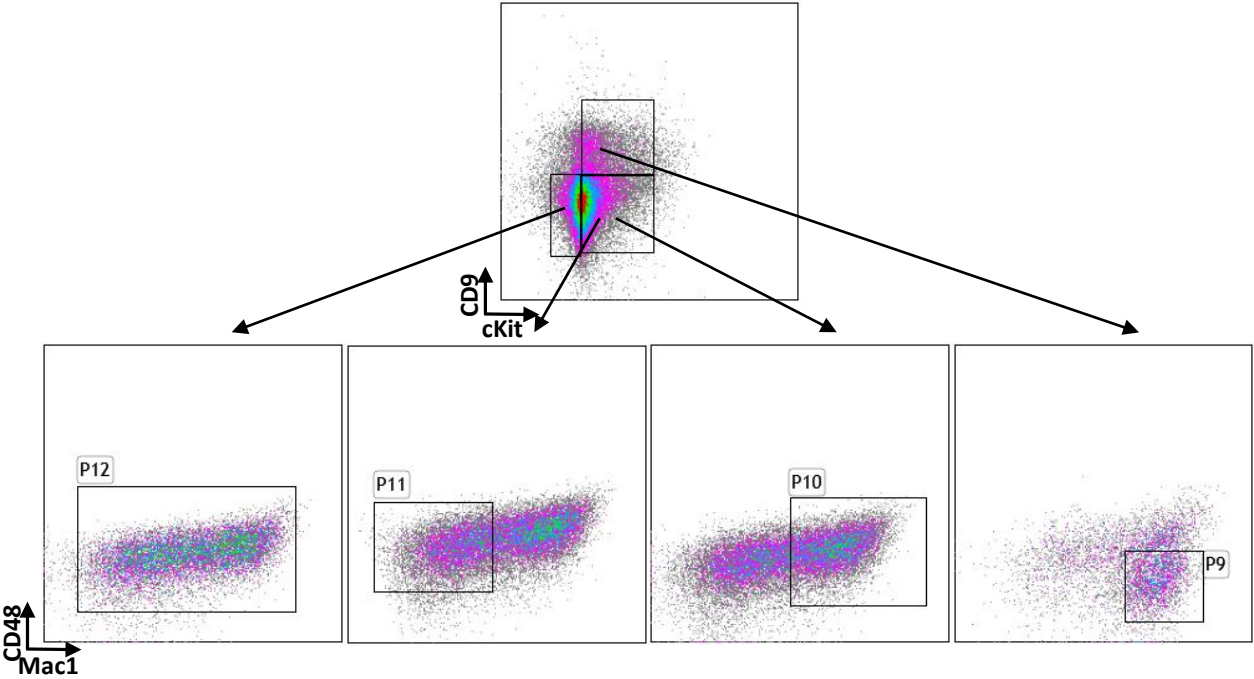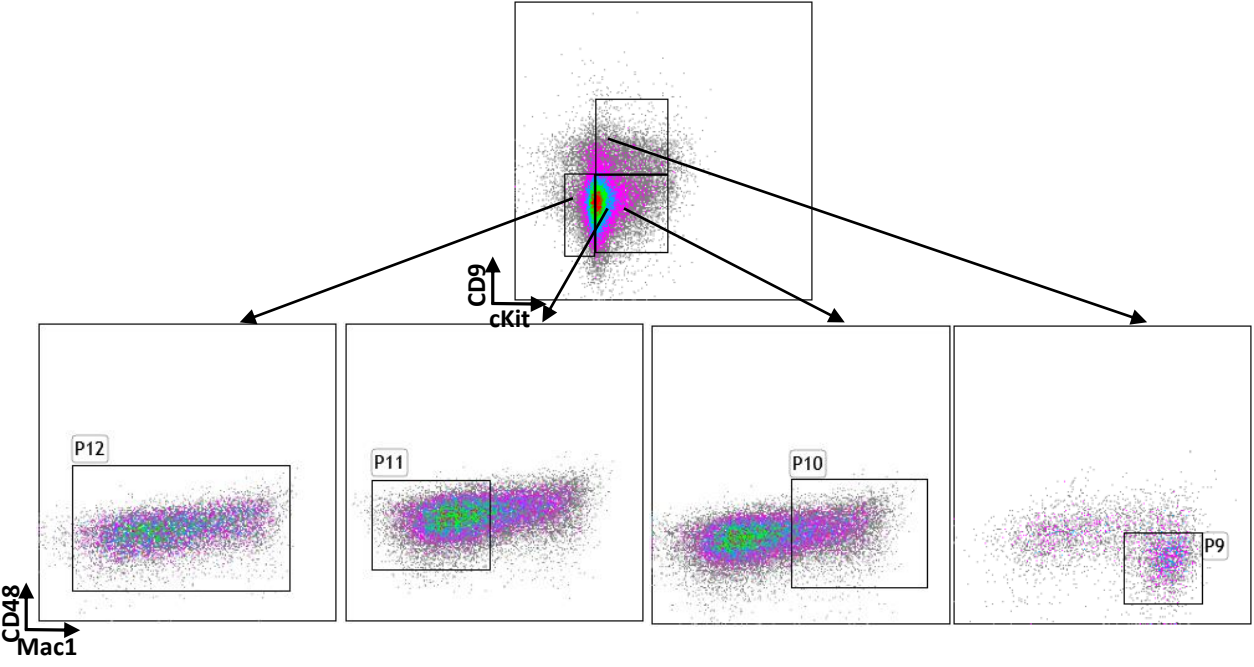

(c)

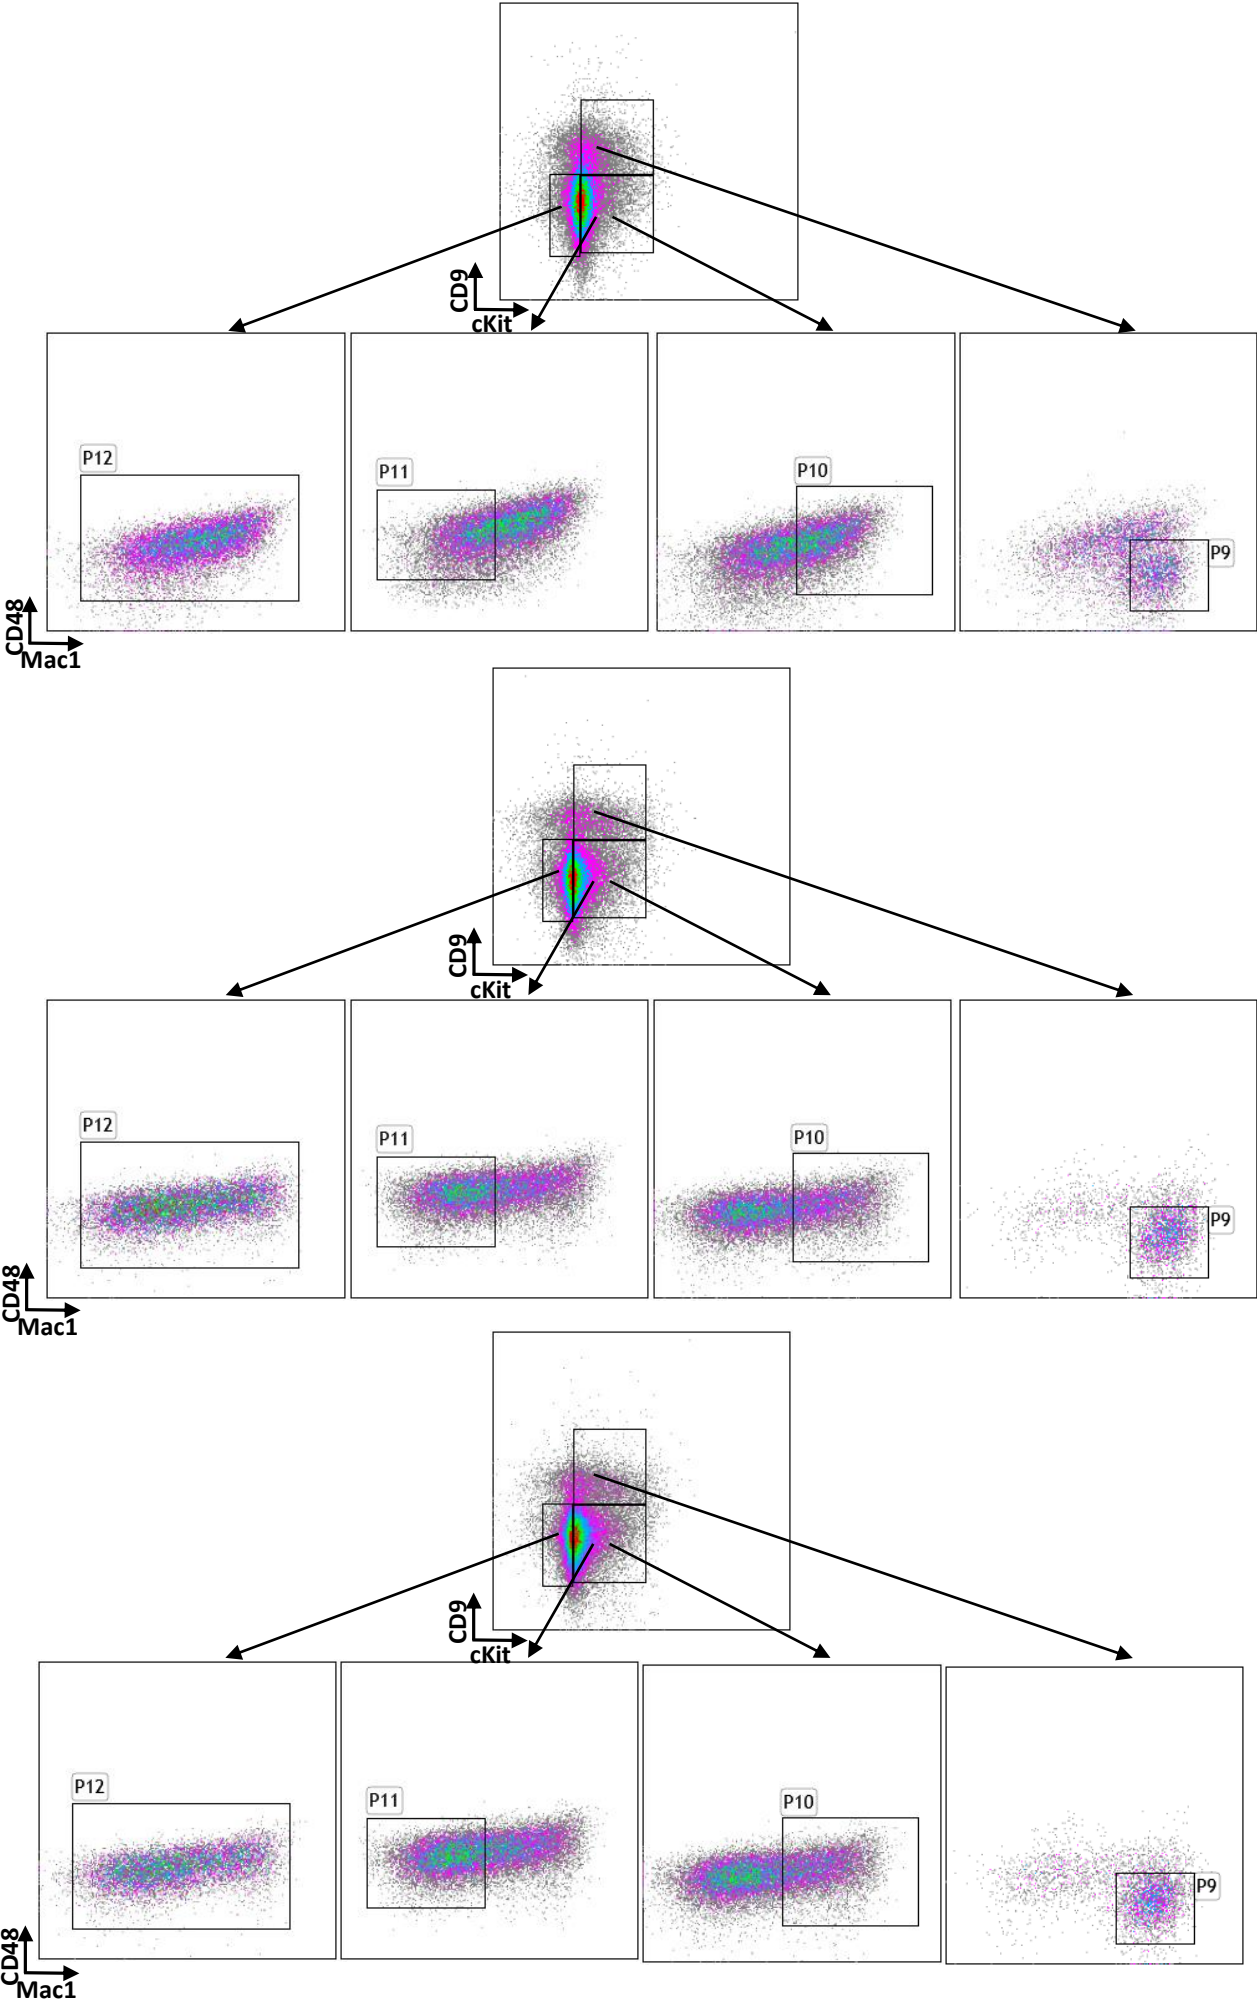

(d)

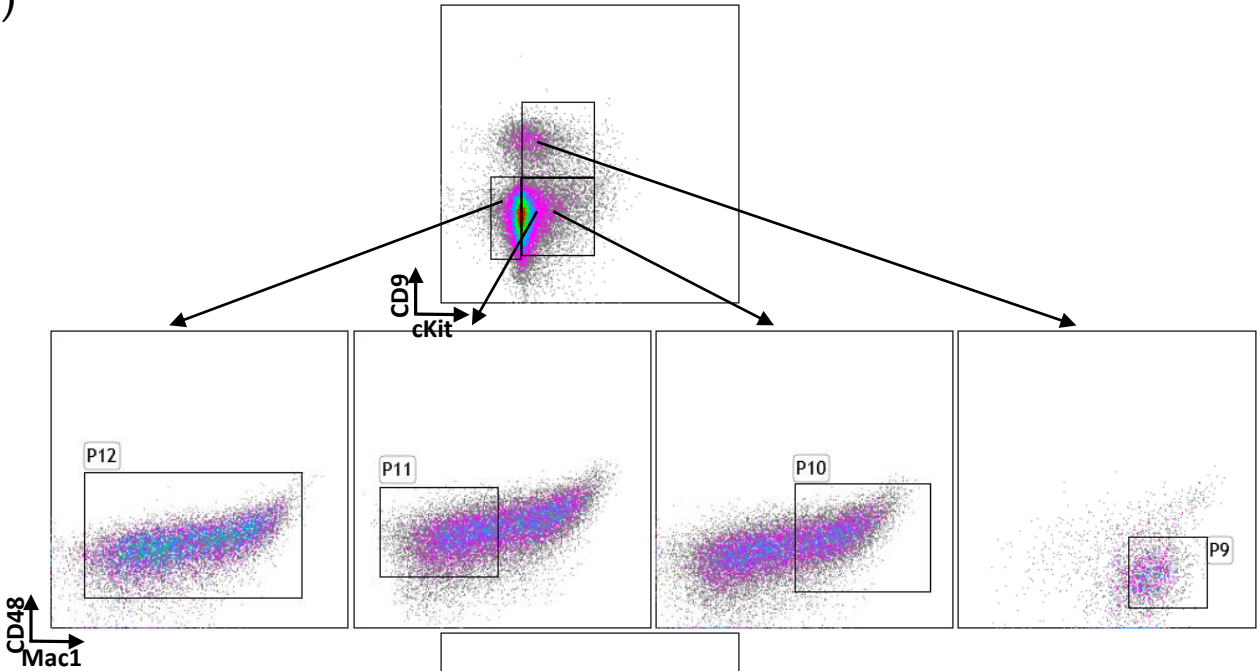

(e)

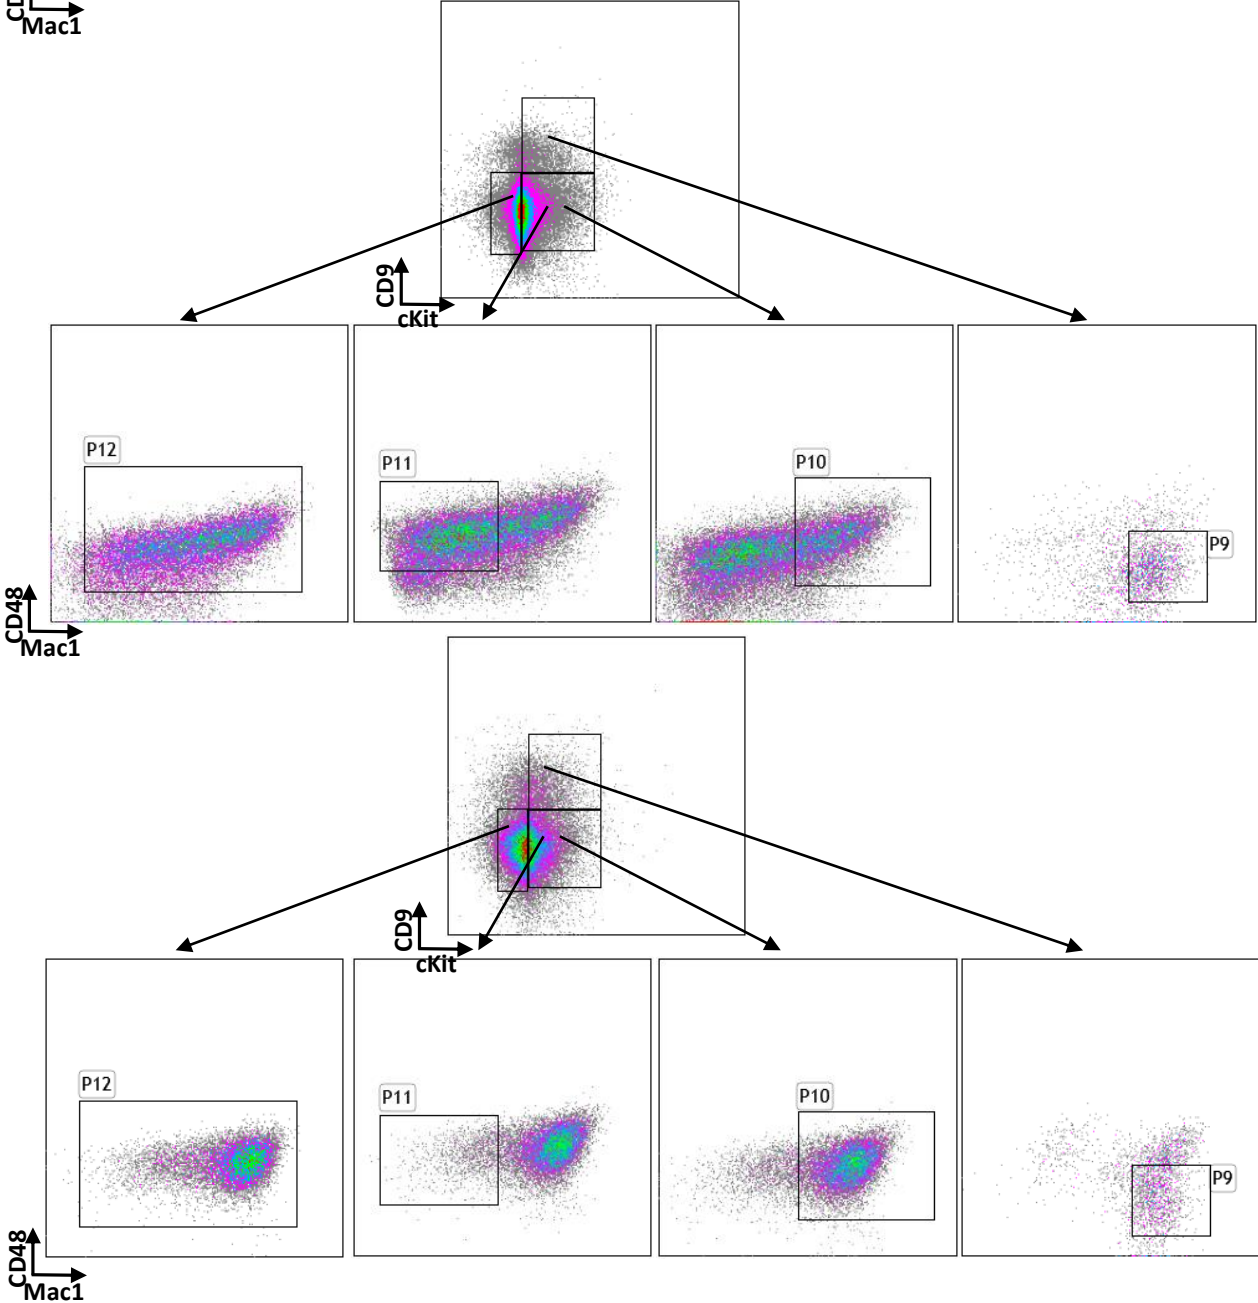

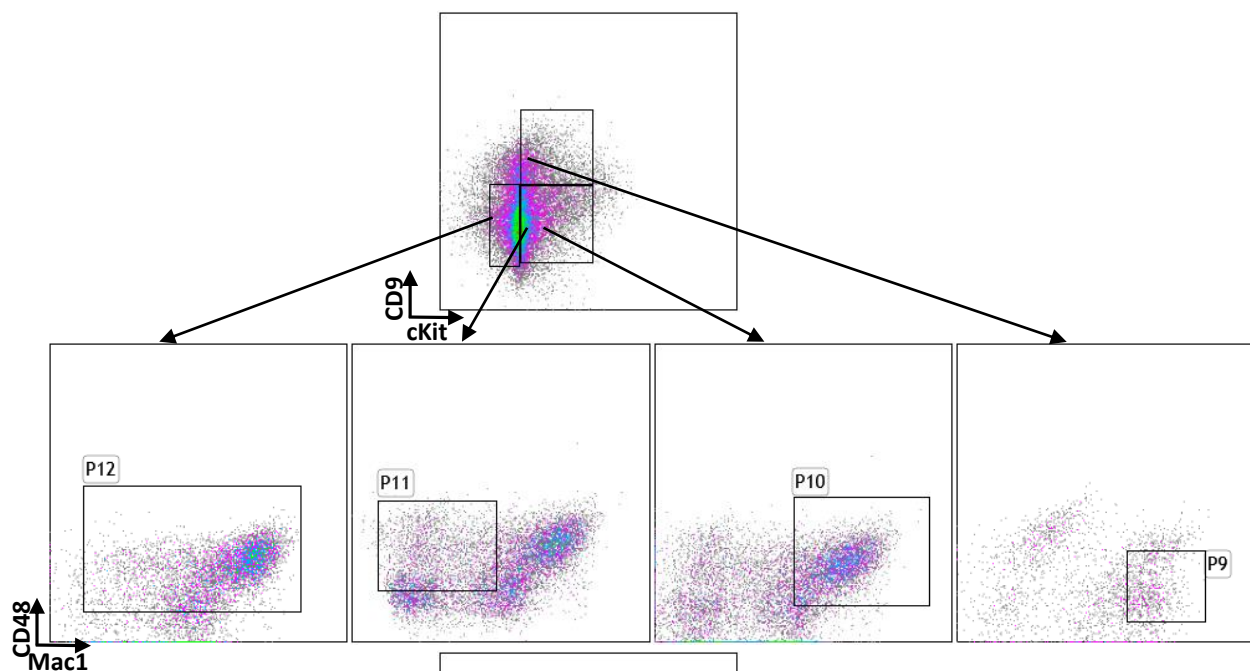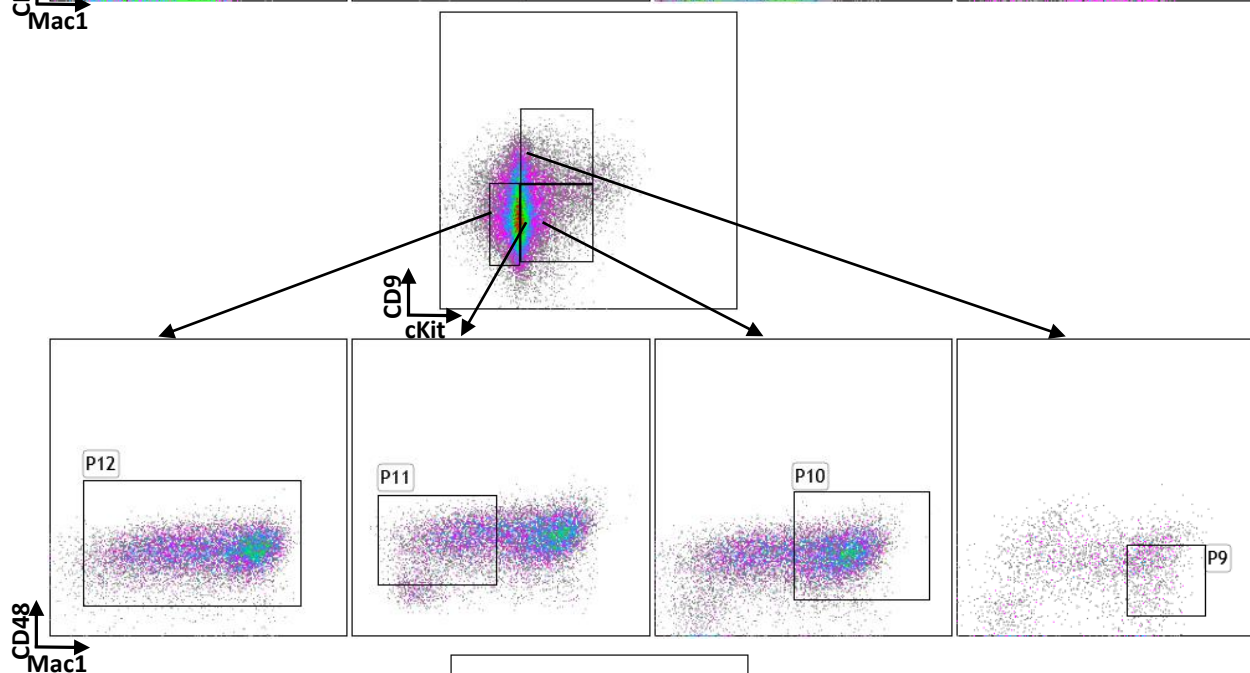

(f)

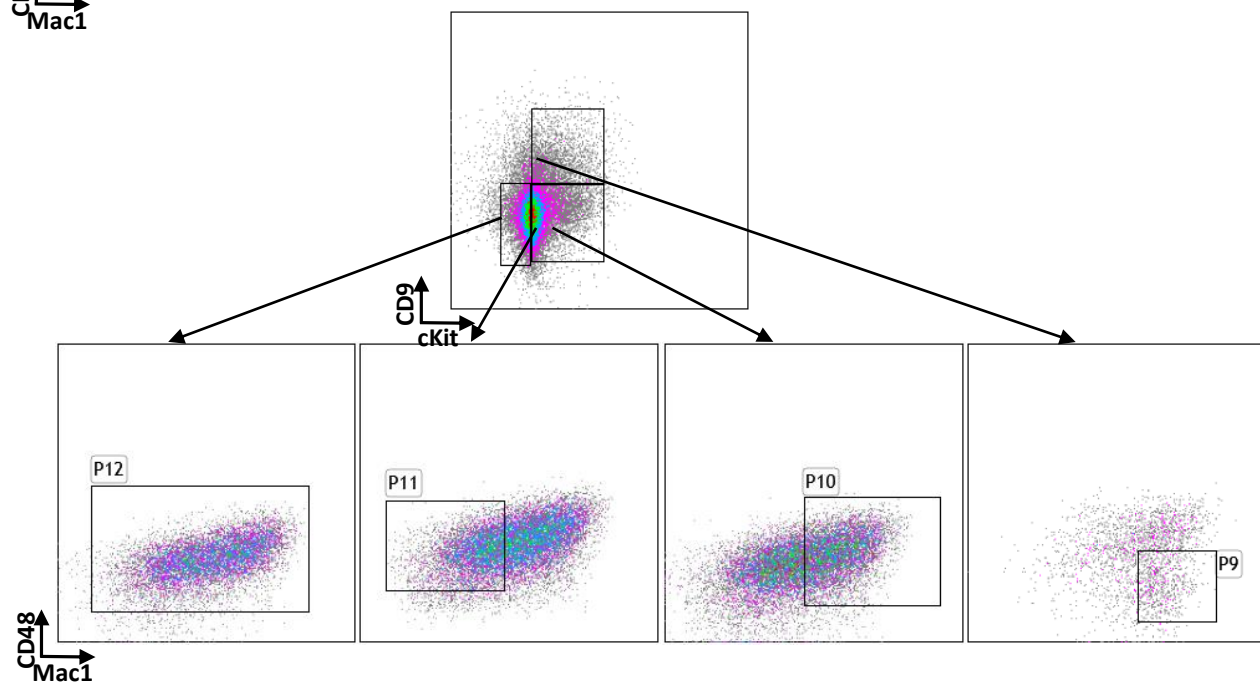

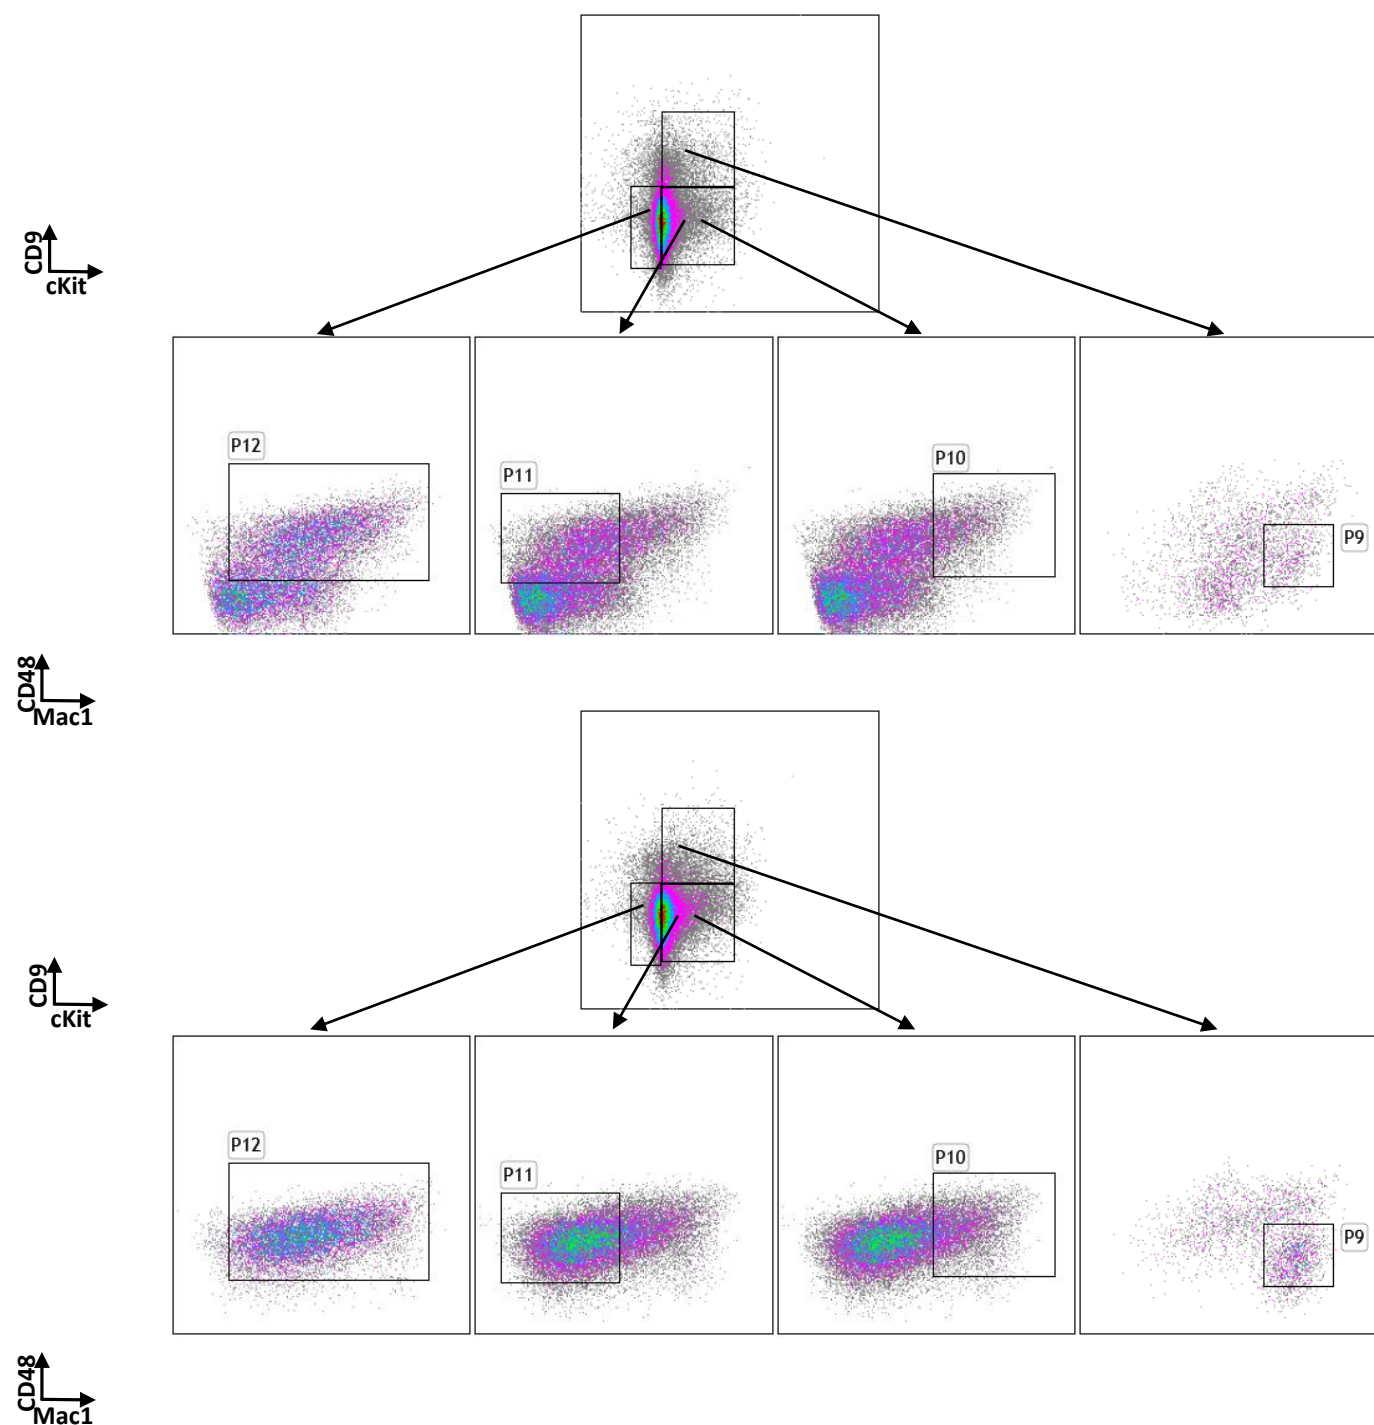

Figure S3. Distribution of the sub- populations of ML23 in various organ
 The expression (from Zs+ cells) of each of the four subpopulations (P9-12) as measured by FACS analysis for cells extracted from six different tissues of ML23 leukemic mice (n=3). (a). Femur. (b). Tibia. (c). Pelvis. (d). Lymph Nodes. (e). Spleen. (f). Thymus. Cells were PRE-GATED to ZsGreen+, at least 90% in each sample (not shown).

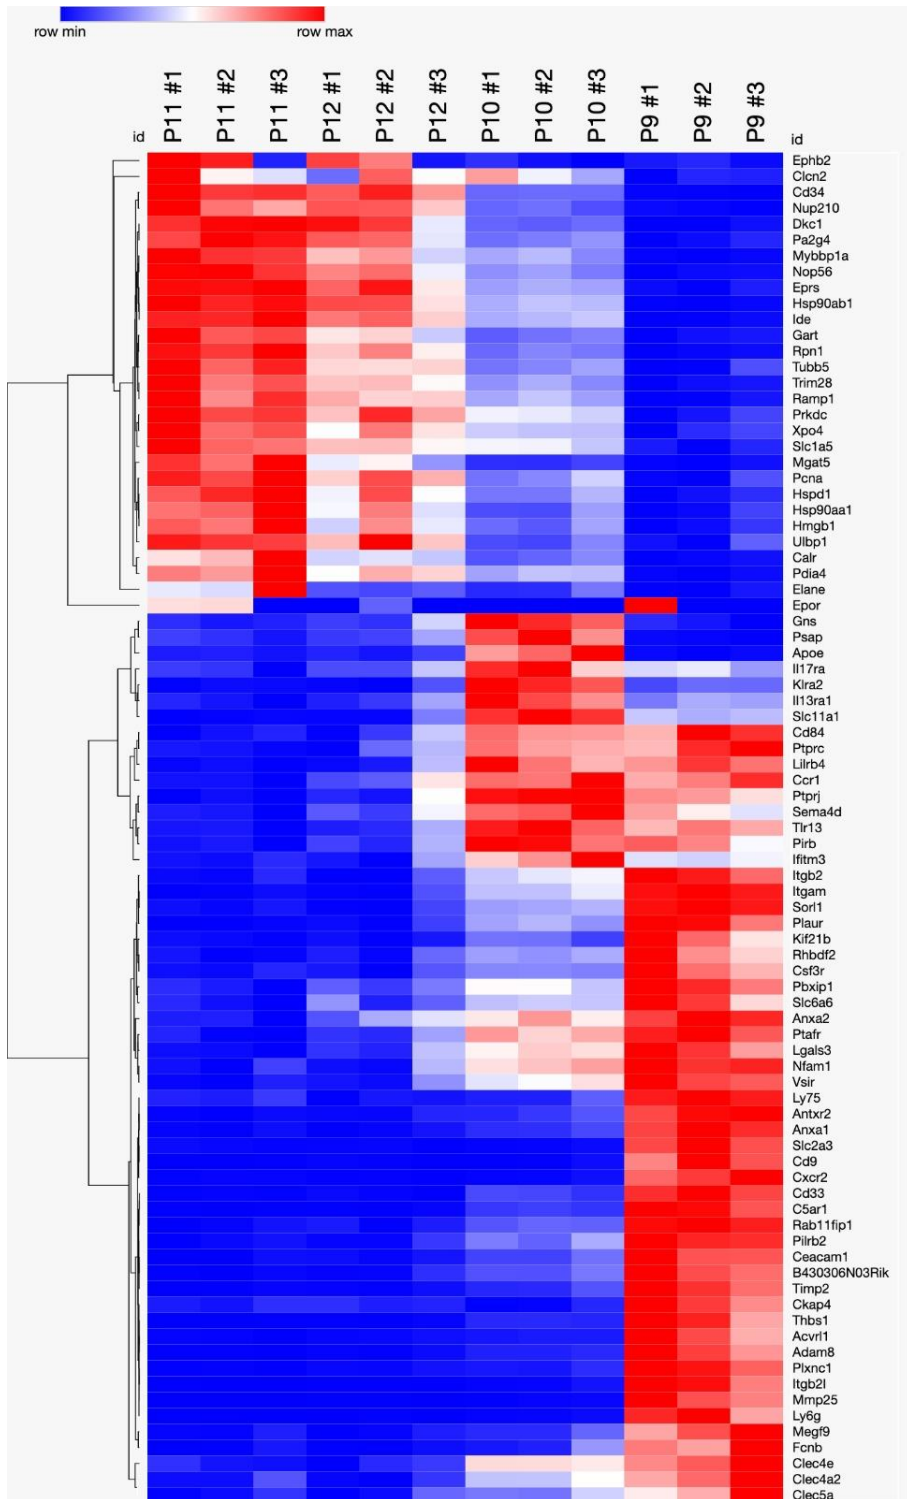

Figure S4. LSC has a unique surface markers pattern: The expression level of membrane protein genes was examined in the subpopulations. 85 genes were found to be enriched or suppressed .

How the deposited data were processed for this re-analysis (not part of the article)

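mRNA was measured by RNA-seq in 12 libraries of ML23 cells, 3 each of the sorted sub-populations P9, P10, P11 and P12. By the sample labels each library came from 100 sorted cells, with 14 cycles of cDNA amplification. The submitters' processing notes name bcl2fastq 2.17, Bowtie2, STAR 2.5.3a, Partek, DESeq and DESeq2 3.5 with the build mm10, without their roles. By the paper's methods, reads of 61 bases were aligned with STAR, quantified with the Partek E/M algorithm and normalized. The deposited table gives CPM with 0.0001 added for 20202 genes, of which 13730 are protein-coding. No gene of the mitochondrial chromosome is among the values used here. Checked on the spacing of the lowest values, the totals behind the libraries are 13441845 to 21307415 alignments (median 17842898). At these totals 1 CPM stands for at least 13.4 alignments. Values at or under a few CPM carry the counting error of few alignments.

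The offset was subtracted, and values were transformed as log2(CPM + 0.5). Genes at 1 CPM or more in at least 3 libraries were tested, which left 13450. limma 3.58.1 (R 4.3.3, data.table 1.17.8) was fitted with 1 mean per sub-population and an empirical Bayes variance with an intensity trend. P11 was compared with the mean of the 3 other group means and with each of them, and other pairs were compared for the genes the paper names and for P12 against P10. P-values were adjusted by Benjamini-Hochberg over all genes tested, and genes past an adjusted p of 0.1 and more than a 2-fold difference were called. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison, at an adjusted p of 0.05. The test fry, which asks whether a list changes at all rather than more than other genes, was also run. The list calls rest on camera. Against the 3 others fry also passed primary granules (fry adjusted p = 0.0014), stromal and endothelial genes (0.0014), glycolysis genes (0.020) and megakaryocyte genes (0.033). It did not pass interferon genes (0.22) or the stained surface markers (0.078), which camera called. Members were counted over all genes tested and adjusted over the list alone. Distances and the PCA used genes with a log2 value of 6 or more in at least 1 library. Coordinates are those of mm10. BLAST 2.17.0+ was used to find nuclear copies of mitochondrial transcripts, at 95% identity over 80% of the copy. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 prepared the tables and plots.

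The test was tried on a simulated table of 12997 tested genes, in which 100 genes were changed 3-fold and 100 others 6-fold in P11. An assumed spread beyond counting error was the same for every gene. The simulated P9, P10 and P12 had equal means, and genes with low means were not changed. Of the genes changed 3-fold the test recovered 100% for P11 against the 3 others, 94% against P9, 100% against P10 and 98% against P12. False calls in the whole table were 0, 1, 3 and 2. At 6-fold the test recovered 100% in each comparison. Because of these simplifications the rates do not give the power of the real comparisons.

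Named genes follow a rule set before the data were examined, although values in the supplementary tables of the paper had been seen by then. It takes every gene that the paper names for its RNA-seq, and the 10 protein-coding genes per direction with the largest fold in P11 against the others (6 per direction for a single sub-population). These had to pass the thresholds, reach a mean of 10 CPM in the higher group and have all P11 libraries beyond all the others. It also takes up to 4 members of each list with the smallest adjusted p. The lists too were written before the data were examined, but after the genes of Tables S2 and S3 had been seen. The lists cover genes of the sort markers, the stained surface markers, the drug targets, the factors used to make ML23, primary granules, neutrophil maturation, monocytes and macrophages, stem and progenitor cells, DNA replication, mitosis, ribosome biogenesis, chaperones, tRNA synthetases, glycolysis, the phagocyte oxidase, myeloid receptors, interferon response and immediate early response. Other lists hold markers of T and NK cells, B cells, erythroid cells, megakaryocytes, basophils, mast cells and eosinophils, dendritic cells, and stromal and endothelial cells.

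The alternatives, set before the data were examined, were pseudocounts of 0.1 and 2, no filter, a filter of 10 CPM, rescaling by the median ratio over genes at 10 CPM or more in every library, the replicate number as a block, each library left out in turn, protein-coding genes alone, an adjusted p of 0.05, an arithmetic fold, the other libraries as 1 group, and 2 other distances. Leaving out replicate 3 of every sub-population was added after the data were seen. Table S1 was not used, because the copy used here is shortened. The values of Tables S2 and S3 were not used as data. Protein staining and transplantation were not analysed here.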

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

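For the weighed patterns, the tests of depth, of P10 cells in P12 replicate 3 and of a difference of replicate number 3 were chosen only after the result was seen, as was the count of splits for P12 against P10.

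The paper does not report on nuclear copies of mitochondrial transcripts. The 11 copies held 1.44% of the signal of the table in P9, 3.17% in P10, 3.95% in P11 and 4.75% in P12. *Gm10925*, whose sequence equals that of *mt-Atp6*, was at 2497 ± 322 CPM in P9, 5282 ± 592 in P10, 7220 ± 1767 in P11 and 8701 ± 1457 in P12 (SD, n = 3 each). Reads of a copy identical to a mitochondrial gene cannot be told from reads of that gene, and no mitochondrial gene was used here.

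P12 replicate 3 lies towards P10 in the PCA. By its gate P12 holds cKit- and Mac1- cells, which leaves out the cKit+ and Mac1+ cells of P10, and if P10 cells had passed it, genes higher in P10 and genes lower in P10 would imply the same share of P10 cells. The 150 genes at least 4-fold higher in P10 implied a median share of 24.4% (quartiles 13.8 and 38.4%) and the 14 genes at least 4-fold lower implied 80.4% (quartiles 73.8 and 97.1%), a difference of 56.0 percentage points, which argues against P10 cells as the whole cause. A difference shared by every library of number 3 cannot be told apart, since the deviations of P12 replicate 3 across genes correlated with those of P10 and P11 replicate 3 at 0.255, between the values that would have decided it, and genes are not independent replicates. A biological difference of that mouse or sort stays open and was not tested.

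More genes were higher than lower in P11 against P9. The 10 most abundant genes held 17.3 to 18.7% of the table in P9 and 5.48 to 7.65% elsewhere, which lowers the CPM of all other genes in P9. After rescaling by the median ratio the share of calls higher in P11 went from 80.7 to 66.7%. This argues against abundant genes as the whole cause. Rescaling removes a shift shared by most genes whatever its cause, so the part due to abundant genes was not tested. Lower depth of P9 is argued against as well, since P12 had 972 more genes at 1 CPM or more than P9 on average, at a mean total no higher than that of P9. A difference in the number of genes that the sub-populations express stays open as a hypothesis, and a difference in RNA content per cell was not tested.

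For P11 against the 3 other sub-populations, 2 of 100 regroupings of the libraries, the real one included, gave a count as large as 3370. This argues against a random assignment of all 12 libraries to groups. Regroupings that mix distant sub-populations carry their distance in the error term. The share therefore cannot tell whether P11 in particular stands apart. The highest other count, 6904 genes, came from the split with the 3 P9 libraries in the place of P11, which points to a structure of the samples, with P9 the farthest sub-population. For single pairs, 10 splits are too few for a share under 0.05, and 1 of them, the real one, reached its own count in each. The counts were 7792 for P11 against P9, 2740 against P10 and 3 against P12, with 0 as the highest other each time (limma), and 1624 for P12 against P10 with 3 as the highest other.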

How the results depend on the processing

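Leaving out replicate 3 of every sub-population was tried only after the data were seen. The planned edgeR and DESeq2 fits were not run, because whole reads could not be recovered. P11 against the 3 others gave 2457 to 3967 genes, of which 2369 to 3369 were among the 3370, apart from 2213 with a pseudocount of 2 and 0 with the 9 other libraries as 1 group, and 3158 to 3505 without single libraries. In the 1-group setting the distance between P9, P10 and P12 enters the error term. For P11 against P12 the count of 3 became 1 with a pseudocount of 0.1, without the filter and after rescaling, 34 with a pseudocount of 2, 119 with the replicate block (99 higher, 20 lower), 7 over protein-coding genes, 31 without replicate 3 of every sub-population, and 1 to 82 without single libraries. P12 against P10 gave 1067 genes with a pseudocount of 2. The cause was not tested.

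P11 against P9 (7338 to 7783 genes without single libraries), P11 against P10 (2619 to 2866), the distance difference (0.412 to 0.513), the 12 marker genes called (10 to 12) and the 14 lists called (14 to 16) stayed within 1.5 times the reported value. Of single genes, the *F13a1* call turned to -0.0343 with an arithmetic fold. The list interferon, P11 against P12, had medians from -0.58 without P11 replicate 3 to 0.25 without P12 replicate 3, where it lost its call (camera adjusted p = 0.43). Over genes, 9574 results kept their direction and side of the threshold, 181 lost a call, 86 gained one and 1 reversed. For lists these numbers are 1708, 41, 62 and 1.

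The replicate block rests on libraries sharing a number. Of 18 pairs with 1 number, 12 had deviations correlated over 0.1 across genes, from -0.0165 to 0.527, and 10 of 12 libraries correlated best with their own number. The numbers are a hint and are not shown to pair the libraries. With the block P11 against the 3 others gave 3392 genes. Depth limits genes near 1 CPM, where the fold depends on the pseudocount.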

Differences from the paper's values

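The paper gives 470 genes past its thresholds for P11 against the other sub-populations, and 3370 passed the same thresholds here. The paper used DESeq2, and limma was used here on CPM. All alternatives set before the data were examined also differ from the paper's value, from 2213 with a pseudocount of 2 to 3967 with a pseudocount of 0.1, and 0 with the other libraries as 1 group (limma, 3359 at an unadjusted p under 0.05). The setting added after the data were seen gives 3302. Of the paper's genes, 452 of the 467 tested passed with an arithmetic fold, against 389 with the fold used here.

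The paper gives 5 as the lowest depth of a sample and 13.4 is the lowest here, in units of 1e6 reads there and 1e6 alignments here. The units differ, since a read can align at several places.

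The paper states that *Cd47* and *Cd93* are over-expressed in P11, and in its discussion that they are upregulated in P11 and P12. It gives no fold threshold for these genes. Here both exceed the mean of the others by less than 2-fold (log2 fold changes 0.30 and 0.85), and *Cd93* in P11 was not shown to be higher than in P10 or P12, while *Cd47* in P11 exceeds P10 by 0.62 (adjusted p = 0.0044). In no setting run did either pass both thresholds in that comparison.

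The paper states that mRNA matched the gates for all 4 markers. *Cd9*, *Cd48*, *Itgam* and *Itgb2* follow the gates here, and *Kit* does so in P9, P11 and P12. In P10, sorted as cKit+, *Kit* was at 12.7 CPM, which is 2.36 below P11 on the log2 scale.

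The paper states that P11 and P12 lacked the subunits of Mac1. Here *Itgam* was at 147 and 269 CPM and *Itgb2* at 330 and 386 CPM, below P9 and P10. It also states that P11 lacks *Cd84*, which was at 100.2 CPM here, below P9 and P10.

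In Figure 7 the columns headed P12 and P9 match the values of P9 and P12 here. By *Cd9* (259 CPM in P9, 2.34 in P12) and *Cd48* (3.94 and 81.5 CPM), the labels of the table used here follow the gates. In 30 of 468 genes of Table S2 a value differs from the table used here by more than 0.1%.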

Other observations

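In this part, the setting without replicate 3 of every sub-population was chosen after the data were seen.

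Monocyte and macrophage genes were lower in P11 than in P10. Of the 22 tested, 17 were lower and none was higher, also when adjusted over the list alone, with a median log2 fold change of -1.64 (camera adjusted p = 3.5e-14, or adjusted p = 0.072 with an estimated correlation). *Apoe*, apolipoprotein E, was at 410 ± 73.6 CPM in P10 and 42.9 ± 6.08 in P11 (SD, n = 3 each, log2 fold change -3.24). The complement genes *C1qa* (-4.20) and *C1qb* (-4.21) and the cathepsin gene *Ctss* (-1.59) were lower too. Genes of the interferon response were lower in P11 than in P10 in 10 of 16, such as *Irf7* (-2.44) and *Ifitm3* (-3.12), with a median of -1.76 (camera adjusted p = 3.1e-06, or adjusted p = 0.27 with an estimated correlation). Against the mean of the 3 others, monocyte and macrophage genes went both ways, 4 higher and 7 lower, with a median of 0.06 and a mean of -0.30 (camera adjusted p = 0.056). The test pointed down, as the mean did, with an adjusted p of 0.50 with an estimated correlation. Against P9, 12 were higher and 6 lower in P11, also when adjusted over the list alone, with a median of 1.75 (camera adjusted p = 0.52). Against the 3 others this set passed in 10 settings. Among them were those without P9 replicate 1, 2 or 3 (camera adjusted p = 0.030, 0.037 and 0.039), P10 replicate 1, 2 or 3 (0.042, 0.049 and 0.046), P11 replicate 2 (0.046) or P12 replicate 2 (0.031). In that comparison 1 interferon gene was higher and 7 were lower, with a median of -1.12 (camera adjusted p = 0.00027, or adjusted p = 0.41 with an estimated correlation).

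The primary granule genes *Mpo*, *Elane*, *Ctsg* and *Prtn3* had their highest means in P11. The summed level of the list of 7, most of it *Mpo* in P11, was 9754 ± 3750 CPM in P11, 2644 ± 600 in P12, 1719 ± 558 in P10 and 589 ± 282 in P9 (SD, n = 3). Against the mean of the 3 others 5 of 7 were higher, also when adjusted over the list alone, with a median of 2.05 (camera adjusted p = 0.088, or adjusted p = 0.50 with an estimated correlation). At the preset correlation the adjusted p was 0.016 without the filter, 0.032 after rescaling, 0.042 without P9 replicate 3, 0.044 without P10 replicate 3 and 0.040 without P11 replicate 1 or 2, and 0.022 without replicate 3 of every sub-population. Against P12 none passed over all genes tested and 5 were higher when adjusted over the list alone, with a median of 1.93 (camera adjusted p = 5.6e-07, or adjusted p = 0.23 with an estimated correlation). *Mpo* exceeded P12 by 2.41 (adjusted p = 0.12), which passed with a pseudocount of 2 (adjusted p = 0.074), without P9 replicate 3 (0.049), P10 replicate 3 (0.089) or P12 replicate 2 (0.093), and without replicate 3 of every sub-population (0.013). *Elane* (1.73, adjusted p = 0.14) passed without P9 replicate 3 (0.084) and *Gfi1* (1.93, adjusted p = 0.14) without P10 replicate 3 (0.089). *Elane* (0.0016), *Gfi1* (0.013) and *Ms4a3* (0.0086) also passed without replicate 3 of every sub-population. With the replicate number as a block *Mpo* (limma adjusted p = 0.040), *Elane* (0.011), *Gfi1* (0.019) and *Ms4a3* (0.019) passed against P12. In that setting the list also passed against the 3 others (camera adjusted p = 0.037). Against P9, 4 of the 7 were higher and 1 lower in P11, also when adjusted over the list alone (camera adjusted p = 0.74).

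The factors used to make ML23 were too few in the table for a set test. *Meis1* was at 799 ± 36.6 CPM in P11, 728 ± 124 in P12, 480 in P10 and 197 ± 82.6 in P9 (SD, n = 3). Its log2 fold change of 1.00 (adjusted p = 0.0020) was under 2-fold after rescaling (0.77), without P9 replicate 3 (0.86), P10 replicate 3 (0.97), P11 replicate 2 (0.99), P11 replicate 3 (0.99) or P12 replicate 3 (0.96). *Hoxa9* was at 8.02 ± 2.79 CPM in P11, 7.42 ± 5.11 in P12, 1.60 ± 0.273 in P10 and 1.87 ± 1.13 in P9, with a log2 fold change of 1.43 (adjusted p = 0.017). Whether reads of the introduced copies are in these values was not tested, and *Hoxb5* was not analysed here.

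Lists of other cell types were tested in P11 against the 3 others. Erythroid genes were lower as a set, with 1 of 6 lower and a median of -0.80 (camera adjusted p = 0.0025, or adjusted p = 0.28 with an estimated correlation). The other lists did not pass. Of 5 genes of basophils, mast cells and eosinophils 3 were higher and 1 lower (camera adjusted p = 0.97). Of 4 stromal and endothelial genes 2 were higher and 1 lower (camera adjusted p = 0.86). Of 7 dendritic cell genes 1 was higher and 1 lower (camera adjusted p = 0.20), of 5 B cell genes 1 was higher (camera adjusted p = 0.89) and of 3 megakaryocyte genes 1 was lower (camera adjusted p = 0.13). B cell genes had a median of -0.29 and a mean of 0.08, and dendritic cell genes a median of -0.53 and a mean of 0.02, with the test pointing down in both. Each of these counts was the same when adjusted over the list alone. Only 2 genes of T and NK cells reached the filter, with the list at 14.3 ± 1.77 CPM in all in P11, and no set test was run. Of 16 glycolysis genes 1 was higher, with a median of 0.03, a mean of 0.22 and a test pointing down (camera adjusted p = 0.68).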
